# Diurnal gene expression patterns in retina and choroid distinguish myopia progression from myopia onset

**DOI:** 10.1371/journal.pone.0307091

**Published:** 2024-07-19

**Authors:** Richard A. Stone, John W. Tobias, Wenjie Wei, Xia Carlstedt, Lixin Zhang, P. Michael Iuvone, Debora L. Nickla

## Abstract

The world-wide prevalence of myopia (nearsightedness) is increasing, but its pathogenesis is incompletely understood. Among many putative mechanisms, laboratory and clinical findings have implicated circadian biology in the etiology of myopia. Consistent with a circadian hypothesis, we recently reported a marked variability in diurnal patterns of gene expression in two crucial tissues controlling post-natal refractive development ‐ the retina and choroid–at the onset of form-deprivation myopia in chick, a widely studied and validated model. To extend these observations, we assayed gene expression by RNA-Seq in retina and choroid during the progression of established unilateral form-deprivation myopia of chick. We assayed gene expression every 4 hours during a single day from myopic and contralateral control eyes. Retinal and choroidal gene expression in myopic vs. control eyes during myopia progression differed strikingly at discrete times during the day. Very few differentially expressed genes occurred at more than one time in either tissue during progressing myopia. Similarly, Gene Set Enrichment Analysis pathways varied markedly by time during the day. Some of the differentially expressed genes in progressing myopia coincided with candidate genes for human myopia, but only partially corresponded with genes previously identified at myopia onset. Considering other laboratory findings and human genetics and epidemiology, these results further link circadian biology to the pathogenesis of myopia; but they also point to important mechanistic differences between the onset of myopia and the progression of established myopia. Future laboratory and clinical investigations should systematically incorporate circadian mechanisms in studying the etiology of myopia and in seeking more effective treatments to normalize eye growth in children.

## Introduction

The coupling of the optics in the front of the eye with its axial length determines ocular refraction. During childhood, an active regulatory process synchronizes the expanding eye length with the corneal and lens powers; malfunctioning of this process yields refractive errors. In myopia (nearsightedness), the most common refractive error, the eye is relatively long for the optical power of the cornea and lens; distant images are blurred because their focus lies in front of the retinal photoreceptors [1]. While varying between countries, the prevalence of myopia is increasing markedly world-wide. It is reaching a prevalence in young adults of some 40–50% in the United States and Europe and 80–90% in regions of East and Southeast Asia [2–4]. By 2050, estimates suggest that some 50% of the world’s population will be myopic [5]. Besides blurred vision, myopia increases the risks for various retinal detachments, macula and retinal degenerations, glaucoma and certain forms of cataract; thus, myopia contributes to many blinding diseases of adulthood [6]. Notwithstanding many decades of clinical and basic research, many hypotheses and much speculation, the etiologic mechanism(s) for the altered eye development underlying myopia or for its increasing prevalence are unclear.

Convincing evidence, initially from animals but confirmed in children, has linked refractive development and myopia to visual input; and the controlling mechanism(s) localizes largely to the retina [7–10]. Not only in chicks but also in young mammals, for example, ipsilateral form-deprivation myopia follows the wearing of an image-degrading diffuser over an eye [11]. Visual input also influences the thickness of the choroid, the tissue adjacent to the retina. Interactions of the choroid with both retina and sclera are postulated to occur within a retina-to-choroid-to-sclera signaling cascade controlling overall ocular growth and refraction [12–14]. A vast number of signaling molecules, transcription factors, enzymes and biological pathways have been associated with myopia, but no coherent framework has yet emerged that clearly provides an explanation for the pathogenesis of clinical myopia [9].

Numerous laboratory and clinical findings have recently implicated circadian disruption in the development of myopia [9, 15–19]. Dimensions of both animal and human eyes fluctuate during the day, and these fluctuations seemingly affect overall eye growth and refractive development [13]. Experimental myopias of chick and mouse alter the retinal expression of clock and circadian rhythm-related genes [20–24]. In mice, Bmal1 clock gene knockout in retina produces myopia [25]. Melanopsin gene knockout in the retina of mice modifies normal eye development and increases experimental myopia [26]. Also in mice, obliterating intrinsically photosensitive retinal ganglion cells (ipRGCs) that project to the hypothalamus to regulate circadian rhythms curbs myopia [26, 27]. In young adult humans, short-term effects of light stimulation of ipRGCs suggest an interaction of ipRGC signaling with myopia stimulation [28]. Furthermore, the defocus and blurring of visual images that induce refractive errors in chick each modify the diurnal pattern of clock and circadian rhythm-related gene expression [29]. In human GWAS studies, the hundreds of specific genes and genetic loci associated with myopia and/or refractive error include genes mapping to genetic networks involving circadian control and light sensitivity [16, 19].

Because of these findings implicating circadian biology and because of diurnal changes in gene expression in many tissues [30, 31], we previously assayed gene expression in retina and choroid at six times over a day in chicks at the onset of unilateral form-deprivation myopia induced by unilateral diffuser wear [18], a well-established myopia model [32, 33]. We chose these two tissues because the visual signals regulating refractive development presumably originate in the retina and act at or through the choroid to modulate scleral growth and hence ocular size and refraction [11, 13, 14, 33, 34]. In both retina and choroid, we found surprisingly high variability of gene expression differences across the day comparing form-deprived to contralateral control eyes. Both in animals and in humans, the mechanisms acting at the onset of myopia likely differ from those during the progression of established myopia [35, 36]. Thus, we expanded our prior study [18]; but instead of assaying gene expression in retina and choroid during the first day of myopia initiation, we induced unilateral form-deprivation myopia in the same strain of chick and then assayed gene expression on the fifth day of continuous form-deprivation when myopia is both well-established and progressing rapidly [37, 38]. Not only did we find marked variability in gene expression in retina and in choroid over the course of a day during progressing myopia, but we also found that the altered diurnal gene expression during myopia progression differs markedly from that occurring at myopia onset.

## Materials and methods

### Animals and tissue harvesting

Except for a longer period of myopia duration, we followed the protocol we previously used to assess gene expression changes at myopia onset [18], studying unilateral form deprivation myopia in chicks (*Gallus gallus domesticus*) of the Cornell-K strain (a closed flock, random-bred for over 60 years). Newly hatched Chicks (n = 36 chicks) were reared for 12 days under a 12-hour light/12-hour dark cycle with illuminance of ∼300 lux in the cage (Phillips MAS LEDtube HF, 6500K; https://www.lighting.philips.com/main/prof/led-lamps-and-tubes/led-tubes/master-ledtube-instantfit-hf-t8/929001284202_EU/product). Then at ZT 0 (ZT, *zeitgeber* time; defined as lights on at ZT 0), a plastic image-degrading diffuser attached to a Velcro ring was fastened over the right eye using a complementary Velcro ring glued to the feathers around the eye. Diffusers were worn for four full 24-hour cycles, with the eye beneath the diffuser as “occluded” and the contralateral control eye with intact vision as “open.” Starting on day 5 of diffuser wear, chicks were killed by decapitation without anesthesia in timed groups, with chicks randomly assigned to time. Tissues were acquired at approximately ZT 0, 4, 8, 12, 16, or 20 hours (n = 6 chicks/time/condition), using a previously described tissue sampling procedure [29]. The duration of diffuser-wear corresponded to a time of established, rapidly advancing form-deprivation myopia in this strain of chick [37, 38]. For dissections during the dark phase, chicks were killed under a dim dark yellow light from a photographic safe light (Premier Model SL1012, Doran Manufacturing, Cincinnati OH, USA; ∼0.5 lux). After enucleation, eyes were put onto a bed of ice, hemisected at the ora serrata, and the vitreous was removed. Eyecups were put into Dulbecco’s Modified Eagle’s Medium under sterile and RNAse-free conditions, and the pecten was cut out using a razor blade. Using an oblique dissector/elevator (oblique ends 2mmx10mm, 6 ½”; item #160–720; George Tiemann & Co., Smithtown, NY), the entire extent of both the retina and choroid were dissected off of the sclera, and every attempt was made to remove any adhering RPE from both tissues. However, we cannot exclude the possibility that a small amount of RPE or RNA from RPE remained in some cases. To minimize RNA degradation, RNAase AWAY (ThermoFisher, Waltham, MA) was used to wipe the end of the periosteal elevator between the tissues. The tissues were immediately snap-frozen in liquid nitrogen, stored at −80°C until shipped on dry ice to the University of Pennsylvania. They were then kept at −80°C until processed further. The Institutional Animal Care and Use Committee (IACUC) of the New England College of Optometry approved the research (Approval #A4070-01). The research adhered to the ARVO Statement on the Use of Animals in Ophthalmic and Vision Research, was conducted in compliance with the relevant guidelines and regulations, and is reported in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Library preparation and sequencing

The Next-Generation Sequencing Laboratory in the Penn Genomics and Sequencing Core (RRID:SCR_022383) extracted RNA from retina and choroid tissues with the QIAGEN microRNAeasy kit (QIAGEN, Germantown, MD, USA). RNA was stored at −80°C until shipped frozen to Azenta Life Sciences (South Plainfield, NJ, USA) for further processing and sequencing. Azenta had access only to the Penn-assigned integer labels of the samples but not to the experimental conditions of each sample.

Library preparation and sequencing were conducted by Azenta with PolyA selection and Illumina Sequencing. RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RIN (RNA Integrity Number) values were >9.0 for each sample, with mean RIN = 9.4±0.2 (mean±SD); see S1 Table for values of individual samples. Strand-specific RNA sequencing libraries were prepared by using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with 1 μg RNA/sample and following the manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, the enriched RNAs were fragmented for 8 minutes at 94°C. First strand and second strand cDNA were subsequently synthesized. The second strand of cDNA was marked by incorporating dUTP during the synthesis. cDNA fragments were adenylated at 3’ ends, and indexed adapter was ligated to cDNA fragments. Limited cycle PCR was used for library enrichment. The incorporated dUTP in second strand cDNA quenched the amplification of second strand, which helped to preserve the strand specificity. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The average insert size was approximately ∼560bp, as measured by Tapestation, with a mean molarity of 71.7nM/insert. The sequencing libraries were clustered on the flowcell. After clustering, the flowcell was loaded on the Illumina instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the Control software. Raw sequence data (.bcl files) generated the sequencer were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification. A total of 5.4 billion reads were mapped successfully to the chicken transcriptome, with a mean of 37.7 million mapped reads/sample and with a Mean Quality Score of (35.73±0.07)/sample (mean±SD; S1 Table).

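Counts summed over the 17136 genes of the deposited table ran from 17059687 to 34611535 per sample over both tissues. The paper's mean counts the reads mapped to the transcriptome, while every value given here uses the summed gene counts. In M of counts, the 6 samples of each group spanned 17.9 to 22.5 at ZT00 (median 20.4), 18 to 20.7 at ZT04 (median 19.7), 19.9 to 22.4 at ZT08 (median 21.2), 19.6 to 25.8 at ZT12 (median 21.2), 18.9 to 22.8 at ZT16 (median 19.6) and 20.2 to 26.1 at ZT20 (median 20.9) in occluded retinas. In open retinas the spans were 18.3 to 21.1 at ZT00 (median 20.3), 17.9 to 24.5 at ZT04 (median 19.6), 17.9 to 21.4 at ZT08 (median 19.8), 17.1 to 21 at ZT12 (median 19.8), 18.6 to 24.3 at ZT16 (median 19.4) and 17.1 to 21.9 at ZT20 (median 20.2). Occluded choroids had 21.5 to 25.6 at ZT00 (median 24.1), 18.3 to 25.3 at ZT04 (median 23.1) and 19.7 to 25.7 at ZT08 (median 22.9). They had 21.4 to 25.4 at ZT12 (median 23.4), 20.1 to 24.6 at ZT16 (median 21.6) and 19.8 to 27.5 at ZT20 (median 22.2). Open choroids had 19.2 to 24.9 at ZT00 (median 23.6), 21.3 to 25.6 at ZT04 (median 23.3) and 20.7 to 26.3 at ZT08 (median 22.3). They had 19.5 to 24.7 at ZT12 (median 21.9), 20.2 to 34.6 at ZT16 (median 22.9) and 19.7 to 26.7 at ZT20 (median 24.3).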

### Data analysis

Since the nature of the data is similar, we followed the analysis technique we previously applied to our study of gene expression at myopia onset [18]. With Salmon [39], reads were mapped against the transcriptome described in Ensembl version 105.6 built on the chicken genome assembly GRCg6a. Applying several Bioconductor packages in R [40], transcriptome count data were annotated and summarized to the gene level with tximeta [41] and further annotated with biomaRt [42]. DESeq2 [43] was used for normalizations and statistical analyses.

DESeq2 was used to calculate normalized counts, variance stabilized counts and statistical analyses. For time-course analyses, a reduced model prioritized genes with unequal expression or differential expression across all time points. Included in the computations were baseMeans (the average normalized counts across all samples), p-values, and p-adj values [the p-values corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method].

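HINTW had 10866 to 18709 counts in the 30 retina samples of the 15 chicks labelled female, and 68 to 187 counts in the 42 retina samples of the 21 chicks labelled male. In choroid the ranges were 544 to 698 CPM (counts scaled to the same total in each sample) in the 30 female samples and 3.07 to 7.82 CPM in the 42 male samples. The median was 722 CPM in females against 5.36 in males in retina, and 616 against 4.46 in choroid, so that no sample lay between the ranges of the sexes. The sex used in the models is the one in the deposited sample labels.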

Based on the expression level of the HINTW (histidine triad nucleotide binding protein W; ENSGALG00000035998) gene, coded on the chicken female W chromosome, this study contained 15 female and 21 male chicks, with 2 or 3 female chicks and 3 or 4 male chicks at each individual time. Sex was removed as a source of variation when examining the factors of primary interest by including sex in the statistical model.

The main outcome analyses included: 1) Gene expressions in each condition (tissue, occluded eye, or open eye) were evaluated independently for changes over time, separate from changes in the other conditions. 2) Following an established analytical approach to unilateral experimental myopia, gene expression levels in occluded eyes were compared to those of its contralateral open control eyes at each time, as the log_2_-transformed ratio of the normalized means of [(occluded eyes) vs. (contralateral open eyes)] with p-adj values for statistical significance at each time. 3) To identify genes with varying expression over time in occluded eyes different from that in contralateral open eyes, we statistically modeled the interaction of treatment (occluded vs. open eye) with time for each tissue (i.e., occlVopen*time interaction). Differentially expressed genes occurring at more than one time during the day were found with Venn diagrams (http://www.interactivenn.net/index.html) [44].

Using DESeq2 statistics [43], likelihood ratio tests (LRT) were calculated with a reduced model to prioritize genes exhibiting unequal expression across all time points. Using the degPatterns function from the DEGreport package [45], significantly changed genes across the day were clustered into groups demonstrating similar expression patterns; the clusters were displayed in graphs (Figs 1 and 2). The degPatterns function assigned directly the group names and orders in these graphs [45]. To identify pathway enrichments, Gene Set Enrichment Analysis (GSEA; v4.3.2) [46] evaluated pairwise comparisons between occluded and contralateral open eyes; GSEA uses the totality of genes measured to determine whether an *a priori* statistical ranking of those genes shows a positive or negative bias for a set of genes that corresponds to a pathway or functional group. The test is repeated for all gene sets in a collection. GSEA was performed in pre-ranked mode with the DESeq2 statistic as the ranking metric, and tested against the Canonical Pathways collection (C2:CP) of the Molecular Signatures Database (MSigDB; v2023.2.Hs; https://www.gsea-msigdb.org/gsea/msigdb). Based on preliminary comparisons of the gene sets in the Human Molecular Signatures Database, we selected the C2:CP curated collection because its pathway classifications supplied useful pathways (e.g., structure, inflammation, neurotransmission, peptide signaling, photoreception, etc.) to generate hypotheses for myopia mechanisms.

**Fig 1:**
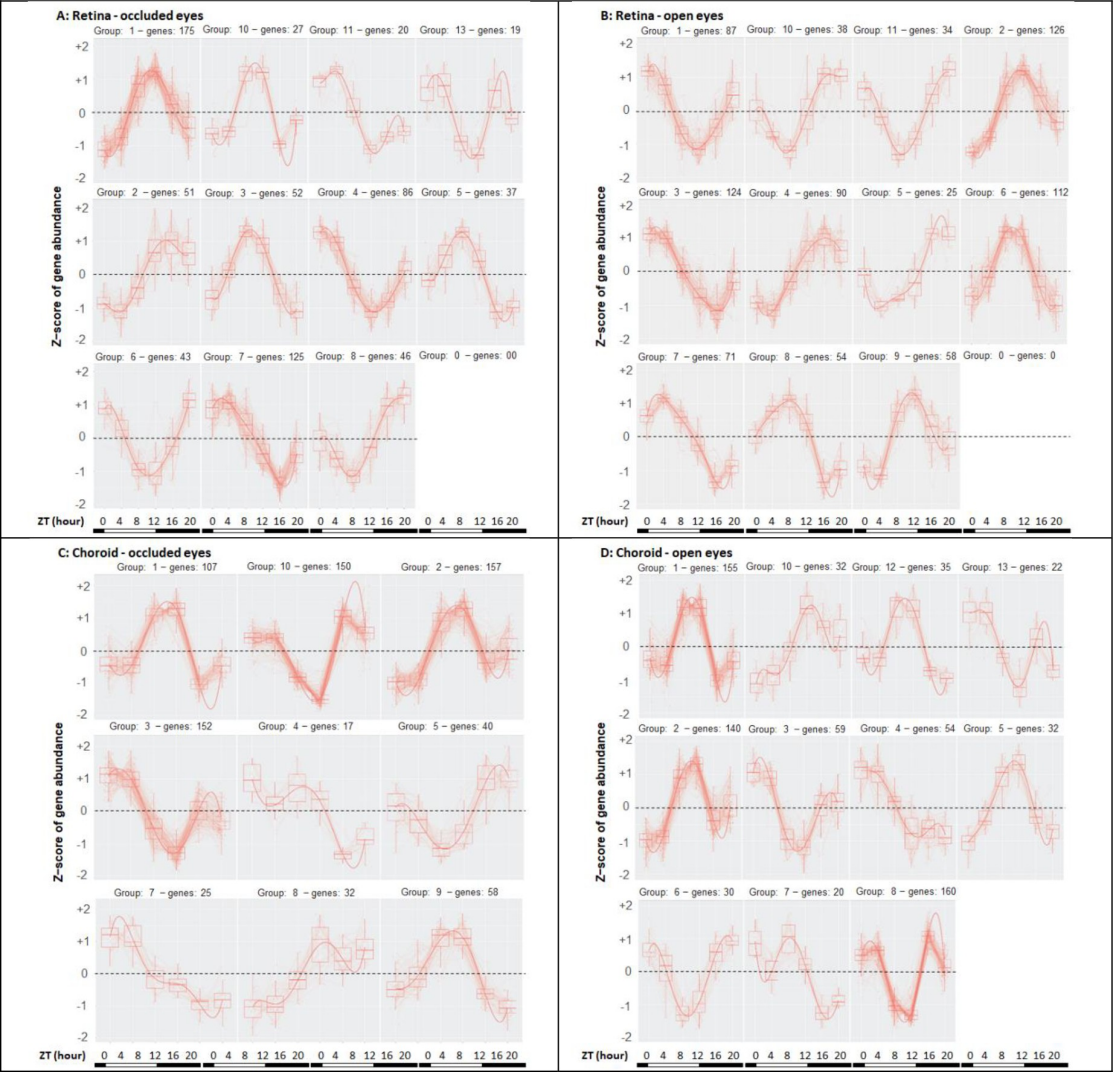
Variable gene expression patterns in retina and choroid during myopia progression. The clustered patterns of variable gene expression during the day are shown for the retina: occluded eyes (**A**) and contralateral open eyes (**B**); and for the choroid: occluded eyes (**C**) and contralateral open eyes (**D**). Subsets of the varying genes generated these expression patterns using statistical criteria described in the text, with the number of varying genes used to form each group above each panel. The densities of the tracings in each group reflect the number of genes conforming to each specific cluster. To illustrate the light:dark transitions, the bottom bars on each panel indicate the light phase (white bar) beginning at ZT0, and the dark phase (black bar) beginning at ZT12 and ending at ZT0. See S2A–S2D Table for the variability data of all genes over time for each tissue and eye, ranked by p-adj values. Abscissa: times of tissue sampling in ZT (hours). Ordinate or Z-scores: 0 = mean, with non-zero values corresponding to ± S.D.

**Fig 2:**
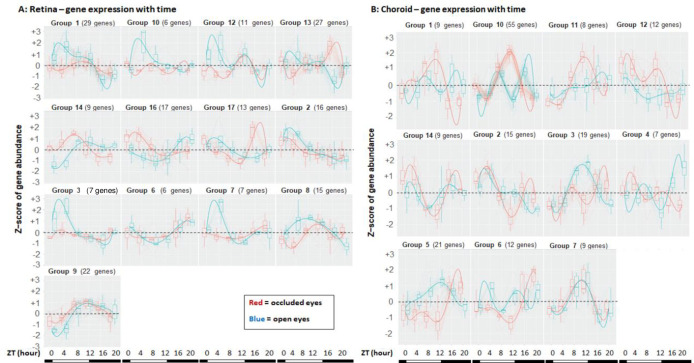
Gene expression patterns for the OcclVopen*time interactions during myopia progression, for retina and choroid. The groups into which genes clustered for the OcclVopen*time interactions over one day are shown for retina (**A**) and choroid (**B**). The limited number of genes meeting the criteria of p-adj<0.05 or p-adj<0.1 necessitated applying weaker statistical criteria to generate these groupings (see Results text). Most but not all interacting genes showed expression patterns demonstrated by these identified groups. The number of genes assignable to the individual groups appear above each panel. To illustrate light:dark transitions, the bottom bars on each panel signify the light phase (white bar) beginning at ZT0, and the dark phase (black bar) beginning at ZT12 and ending at ZT0. See S4A and S4B Table for the complete list of genes in each tissue in the occlVopen*time interaction category, including group assignment, gene names and descriptions, ranked by p-adj values. S1A Fig (retina) and S1B Fig (choroid) show heatmaps for the individual genes in the occlVopen*time interactions category meeting the p-adj<0.01 criterion. Abscissa: times of tissue sampling in ZT (hours). Ordinate or Z-scores: 0 = mean, with non-zero values corresponding ± S.D.

To compare chick genes identified in myopia progression to candidate human genes for myopia, we supplemented a recent summary of human candidate genes linked to myopia [20] with additional, non-overlapping genes from five other recent human genetic studies [47–51]. The chicken transcriptome (as its Ensembl gene identifications) was mapped via orthologs to the human gene symbols. A Chi-square test with Yates’ correction was used to compare the human gene list to the chick genes with statistically significant likelihood ratios in the occluded vs. open eye assessments and with the statistically significant likelihood ratios in the occlVopen*time interactions. Unless indicated otherwise, a value of p-adj or FDR less than 0.05 was judged statistically significant.

## Results

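RNA was sequenced from the retina and the choroid of both eyes of 36 chicks, of which 1 eye (the occluded eye) wore a diffuser and the other stayed open. At each of 6 times, ZT00, ZT04, ZT08, ZT12, ZT16 and ZT20, 6 chicks were sampled, and no chick was sampled at more than 1 time. Each tissue therefore had 72 samples in 12 groups of 6. The authors mapped the reads to the chicken transcriptome with Salmon, summarized them to genes with tximeta and deposited counts without normalization. Retina samples had 17.1 to 26.1 M counts on genes (median 20.1 M) and choroid samples 18.3 to 34.6 M (median 23.2 M). The 10 genes with the most counts took 4.95% of a retina sample and 6.99% of a choroid sample in the median. The smallest share the depth can show, taken as 3 counts, was 0.176 CPM in the sample with the fewest counts and 0.0867 in the one with the most, which covers counting error only. Counts were normalized by the TMM method and compared with edgeR's quasi-likelihood test, with sex in the model and Benjamini-Hochberg adjustment of the p-values (p-adj), in 1 fit per tissue. The test covered 14118 genes in retina and 14507 in choroid that edgeR's filter on low counts kept. Log2 fold changes are occluded over open eyes, each with its standard error (SE), and normalized counts are CPM, counts scaled to the same total in each sample, with the SD over chicks. The differences between eyes were also computed with DESeq2, which the paper used, and with the chick as a block, since both eyes of a chick were sampled. A further fit took the transcripts of another tissue as a covariate, which were those of 34 striated muscle genes in retina and of 27 phototransduction genes in choroid.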

The present study on myopia progression parallels the design and analysis of our prior study of myopia onset [18]. For readers interested in comparing the two reports, selected findings at myopia onset are included here. 

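Principal components were computed from the log2 CPM of the 13707 genes tested in both tissues, over all samples. The first component held 85.8% of the variance, and 98% of its variance lay between retina and choroid. The sampling time accounted for 0.133% of that component and the eye for 0.00354%. In mean expression, 5978 of the 13707 genes (43.6%) differed 2-fold or more between retina and choroid.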

As before [18], tissue was the main feature that differentiated gene expression in the samples. Sex (identified from HINTW gene expression; see Methods) provided a less robust differentiating feature, but sex was included in the statistical models to eliminate it as a contributing variable. 

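The second component over all samples held 2.16% of the variance, of which sex accounted for 98.8%. Within retina alone, sex accounted for 97.1% of the first component, which held 15.6% of the variance, and within choroid for 89.4% of the second component, which held 10.8%. Between the sexes, 597 genes differed in retina (439 higher in males and 158 in females) and 551 in choroid (401 higher in males and 150 in females), at a p-adj threshold of 0.05 in edgeR. No gene in either tissue passed that threshold for a difference between the eyes that depended on sex, with or without the chick as a block. At an unadjusted p under 0.05, 180 genes in retina and 121 in choroid had such a dependence, and 287 and 360 with the block.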

The effects of eye and time were assessed in retina and choroid separately. Samples from retina generally displayed less variability than those from choroid.

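Variability was measured as the SD of the log2 CPM of a gene within a group of 6 samples, over the 13707 genes tested in both tissues. The median gene had an SD of 0.166 in retina and 0.2125 in choroid. Among the 12 groups of a tissue, the group medians ran from 0.125 to 0.195 in retina and from 0.169 to 0.238 in choroid. The difference between tissues was larger than the spread between groups, whose SD was 0.018 in retina and 0.0251 in choroid (n = 12 groups each; permutation test, two-sided, p = 2e-04). With only the 11667 genes that had at least 10 counts in every sample, the SDs were 0.147 and 0.182 (permutation test, two-sided, p = 6e-04).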

### The variation of gene expression over time

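Each tissue and eye was fitted by itself, with 36 samples, sex in the model and the 6 times tested together by edgeR's quasi-likelihood F test. At a p-adj threshold of 0.05, 3617 of 13940 genes varied with time in occluded retinas and 4061 of 13914 in open retinas, which were 21.1% and 23.7% of the genes in the table. In choroid, 5270 of 14246 genes varied in occluded eyes and 4218 of 14193 in open eyes, or 30.8% and 24.6% of the table. Both eyes shared 2477 of these genes in retina and 2998 in choroid. The alternative that moved the counts most was the likelihood ratio test of DESeq2, with 4298 genes in occluded retinas, 4637 in open retinas, 6404 in occluded choroids and 5170 in open choroids.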

For the ∼17,000 genes identified by Ensembl geneIDs, some 25% of genes in retina varied over the sampling times, and 31–37% varied in choroid, depending on whether the eye was occluded or open (Tables 1 and S2A–S2D). Since only one 24-hour day was studied and since we used neither constant light nor constant dark environments, we cannot distinguish between diurnal or circadian gene expression patterns and cannot separate diurnal/circadian effects from acute light effects [52].

**Table 1:** Number of genes with varying expression levels over time.

Eye	Retina		Choroid	
	Number of varying genes*	% **	Number of varying genes*	% **
Occluded eye	4223	24.6	6345	37.0
Open eye	4590	26.8	5267	30.7

Gene numbers with varying expression levels during the day for each tissue and eye, based on chicken Ensembl gene identifications. See S2A–S2D Table for complete lists of all identified genes with recordable p-adj values in each tissue and eye, sorted by p-adj values for their variation over time.

* Number of genes varying over the day in each tissue/eye with p-adj<0.05.

** Based on 17,136 total identified chicken genes.

To identify the various patterns of daily gene expression changes for each tissue and eye, we grouped the changes into distinct expression patterns over the day. Because of the large number of varying genes, we reduced this assessment to the most statistically significant subsets of the changing genes. 

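At stricter thresholds for the change over time, edgeR's F test left 2.2e+02 genes in occluded retinas and 285 in open retinas (p-adj under 1e-10), and 73 genes in occluded choroids and 99 in open choroids (p-adj under 1e-07). The likelihood ratio test of DESeq2 left 712, 877, 777 and 773 genes at the same thresholds. The grouping of these genes by degPatterns was not repeated here.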

For retina, the cutoff for the clustering models was p-adj = 1xe^-10^ (690 genes, occluded eyes; 865 genes, open eyes); for choroid, the cutoff was p-adj = 1xe^-7^ (759 genes, occluded eyes; 757 genes, open eyes). In retina, the variable genes clustered into 11 groups for both occluded and open eyes (Fig 1). In choroid, the variable genes clustered into 9 groups for occluded eyes and into 11 groups for open eyes (Fig 1). 

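For each gene past the stricter thresholds in edgeR, the sampling times of its highest and lowest mean were noted. The highest mean fell at ZT12 for 62 genes in occluded retinas (27.7%), 70 of 285 in open retinas (24.6%), 22 of 73 in occluded choroids (30.1%) and 46 of 99 in open choroids (46.5%). ZT12 held the highest or the lowest mean for 41.5%, 34.7%, 57.5% and 65.7% of these genes, and ZT00 for 48.2%, 45.3%, 41.1% and 42.4%, in the same order. Either extreme fell at ZT08 or ZT12 for 72.8% and 64.9% of the genes in occluded and open retinas and for 87.7% and 87.9% in occluded and open choroids. If every time were equally likely, 60% would be found. At a p-adj threshold of 0.05 the shares were 70.5%, 66.2%, 84.7% and 84.6%.

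**Figure D1:**
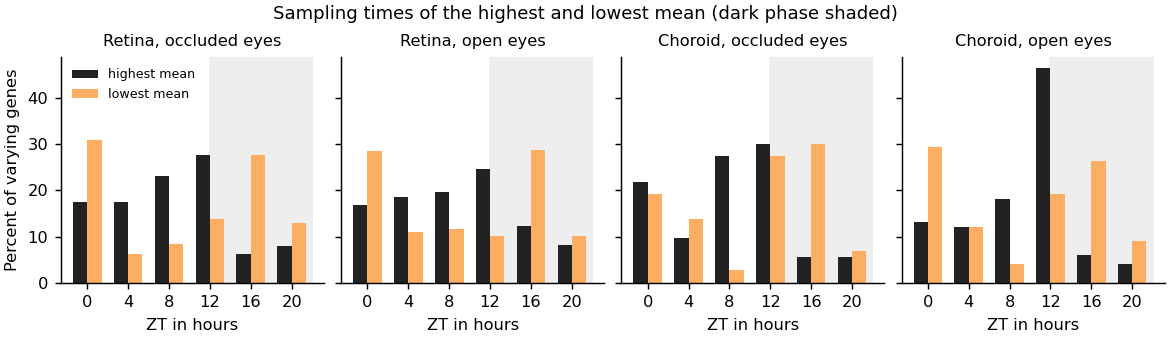
Percent of the genes varying most over the day whose highest mean (black bars) and lowest mean (orange bars) fell at each sampling time, in hours of ZT, for each tissue and eye, with the dark phase shaded. ZT12 was the most common time of the highest mean in each panel, from 24.6% to 46.5% of the genes.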

From these complex clusters of diurnal gene expression in each tissue and eye, the highest or lowest level of expression of individual genes occurred near the end of the light phase for many but not all gene expression patterns.

### Sampling time impacts occluded vs. open eye differences in gene expression

Tissue levels of gene expression, neurotransmitters or proteins are commonly compared between experimental and contralateral control eyes in seeking mechanisms underlying myopia, including form-deprivation myopia [9, 15, 18]. 

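At a p-adj threshold of 0.05 in edgeR, 75 genes differed between occluded and open retinas at ZT04, 18 higher and 57 lower in occluded eyes. In choroid at ZT12, 25 genes differed, 12 higher and 13 lower. The alternative that moved these counts most in choroid was DESeq2, with 341 genes at ZT12, and its count in retina at ZT04 was 123. When the chick was a block in the model, 124 retinal genes (65 higher and 59 lower) and 128 choroidal genes (56 higher and 72 lower) differed. The eyes of a chick deviated together from their group means, with a median correlation over genes of 0.395 in retina and 0.458 in choroid. Between eyes of different chicks it was -0.102 and -0.11. Sex was not removed from these deviations, so part of the correlation may come from sex. With the muscle transcripts as a covariate, 7 retinal genes differed at ZT04. With the phototransduction transcripts as a covariate, 0 choroidal genes differed at ZT12, while 1009 had an unadjusted p under 0.05. Of the paper's 121 genes in retina at ZT04, 102 were tested in edgeR, all 102 changed in the direction the paper gives and 73 passed the threshold. Of the paper's 341 genes in choroid at ZT12, 339 were tested, all in the paper's direction, and 25 passed. With DESeq2, 116 of the paper's retinal genes and 332 of its choroidal genes passed.

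**Figure D2:**
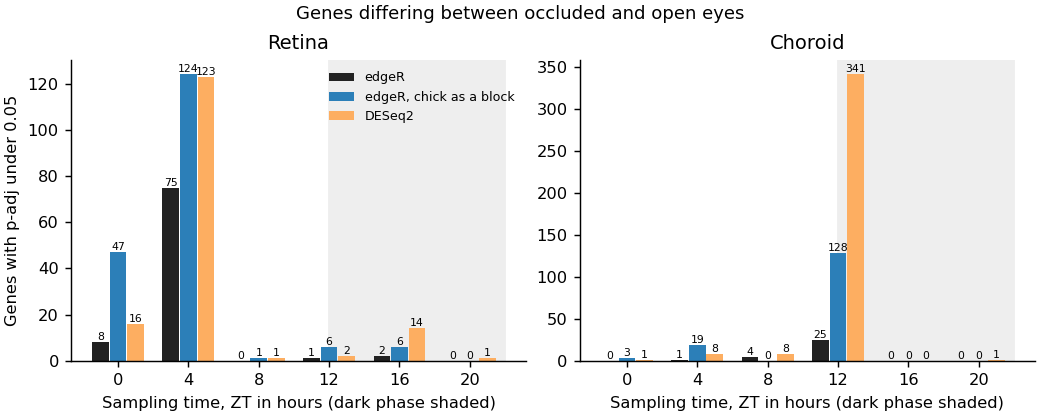
Number of genes with a p-adj under 0.05 between occluded and open eyes at each sampling time in hours of ZT, in retina (left) and choroid (right), for edgeR, for edgeR with the chick as a block and for DESeq2. The largest numbers stand at ZT04 in retina and at ZT12 in choroid in all 3 analyses.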

By the statistical criterion of p-adj<0.05, 121 genes in retina were differentially expressed at ZT04; and 341 genes in choroid were differentially expressed at ZT12. 

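In retina, edgeR found 8 genes at ZT00, all lower in occluded eyes, 1 lower gene at ZT12 and 2 higher genes at ZT16. No retinal gene passed at ZT08 or ZT20, where 403 and 640 genes had an unadjusted p under 0.05. In choroid, 1 gene was higher at ZT04 and 4 genes were lower at ZT08. None passed in choroid at ZT00, ZT16 or ZT20, where 245, 703 and 462 genes had an unadjusted p under 0.05. The counts of DESeq2 were 16, 1, 2, 14 and 1 in retina at ZT00, ZT08, ZT12, ZT16 and ZT20, and 1, 8, 8, 0 and 1 in choroid at ZT00, ZT04, ZT08, ZT16 and ZT20. In the model with the chick as a block they were 47, 1, 6, 6 and 0 in retina and 3, 19, 0, 0 and 0 in choroid, in the same order.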

For either tissue at the other times, fewer or no genes were differentially expressed (Tables 2 and S3A and S3B). 

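A threshold on single genes leaves few genes at most times, so the number with an unadjusted p under 0.05 was also counted at each time. In retina it was 1634 of 14118 genes at ZT04, 1124 at ZT00, 1053 at ZT16 and 266 at ZT12. In choroid it was 2075 of 14507 genes at ZT12, 545 at ZT04 and 347 at ZT08. When only the 12 samples of a time were fitted, 9 genes passed the p-adj threshold in retina at ZT00 and 7 at ZT04, and 0 at each other time. In choroid, such fits left 1 gene at ZT00 and 0 at each other time, with 1472 genes at an unadjusted p under 0.05 at ZT12.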

In the retina, the times with fewer gene expression differences occurred mostly in the dark phase or at the dark-to-light transition of ZT00; in the choroid, few gene expression differences occurred either in the light or the dark phases, with the preponderance of altered choroidal genes occurring at the end of the light phase, ZT12.

**Table 2:** Number of genes with occluded vs. open eye expression differences at each time, myopia progression.

Sampling time, ZT in hours	RETINA					CHOROID				
	Number of retinal genes	Direction of gene expression changes in occluded eye relative to open eye; number and % of genes				Number of choroidal genes	Direction of gene expression change in occluded eye relative to open eye; number and % of genes			
		Up		Down			Up		Down	
0	16	2	12.5%	14	87.5%	0	0	0.0%	0	0%
4	121	29	24.0%	92	76.0%	8	6	75.0%	2	25.0%
8	0	0	0.0%	0	0.0%	9	2	22.2%	7	77.8%
12	3	0	0.0%	3	100.0%	341	253	74.2%	88	25.8%
16	11	10	90.9%	1	9.1%	0	0	0.0%	0	0%
20	1	0	0.0%	1	100.0%	1	0	0.0%	1	100%
overall	14	1	7.1%	13	92.9%	2	2	100.0%	0	0.0%

Times and number of genes with expression differences between occluded and open eyes, p-adj <0.05.

“Up” = occluded/open eyes: + fold-change; “Down” = occluded/open eyes: − fold-change.

“overall” = genes with occluded vs. open eye differences that were similar in direction and magnitude at all time points (see text).

S3A (retina) and S3B (choroid) Table list by time the specific genes for each tissue with expression differences (p-adj<0.05), ranked by log_2_ fold change.

For retina or choroid, the genes in the “overall” category were identified by considering concurrently all replicates at all time points and prioritizing genes with occluded responses similar in direction and magnitude at all time points. The genes in the overall category were not required to differ significantly between occluded and open eyes at every time point. The overall category included only a small number of genes that differed statistically between occluded and open eyes over the full day in each tissue (Tables 2 and 3 and S3A and S3B).

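The average difference over all 36 chicks was tested with an additive model of time, eye and sex. This model does not ask whether the difference is the same at each time. It gave 38 genes in retina, 22 higher and 16 lower in occluded eyes, and 52 in choroid, 37 higher and 15 lower, at a p-adj threshold of 0.05 in edgeR. With DESeq2 the counts were 50 (27 higher and 23 lower) and 127 (88 higher and 39 lower). With the chick as a block they were 100 (59 higher and 41 lower) and 546 (265 higher and 281 lower). The excess of higher genes in choroid was thus not seen with the block. The mean of the contrasts at the 6 times gave 46 genes in retina and 57 in choroid. Of the 14 retinal genes in the paper's overall list, all 14 had a change in the paper's direction and 3 passed the threshold over all genes, which were DUSP4, MAFF and VPS26C. Over those 14 genes alone, 11 passed, but the paper chose them from these same samples, so this is no independent support. VPS26C (ENSGALG00000016052) was the only one of them that was higher in occluded eyes, with 61.0 ± 4.3 against 56.9 ± 4.55 CPM (SD, n = 36) and a log2 fold change of 0.10 (SE 0.0228, p-adj = 0.0201 in edgeR). For 1820 retinal and 1873 choroidal genes, log2 fold changes of the paper were at hand both for its overall category and for ZT00. They lay within 0.01 of each other for 94.9% and 81.2% of these genes, with a largest difference of 8.54 in choroid. A DESeq2 fit was also read at its reference time ZT00. Its eye coefficient gave 15 genes in retina and 2 in choroid at a p-adj threshold of 0.05.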

**Table 3:** Overall category, retina, genes with similar differences over the day during myopia progression.

ETV5	MAFF	RAD54L2
RHOBTB2	DUSP4	LONRF1
MAFG	VPS26C	SPR
MIDN	EGLN3	CBARP
SPRY4		

Named genes in retina from the “overall” category of Table 2 with occluded vs. open eye differences that were similar in magnitude and direction at all time points (p-adj<0.05; see text). 

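The 2 choroidal genes in the paper's overall list are ENSGALG00000003283 and ENSGALG00000049676. ENSGALG00000003283 had 43.2 ± 19.7 CPM in occluded and 26.0 ± 7.11 in open choroids (SD, n = 36), a log2 fold change of 0.70 (SE 0.1, p-adj = 2.31e-05 in edgeR), and was higher in the occluded eye of 33 of 36 chicks. ENSGALG00000049676 was left out by the filter on low counts, with 0 counts in 52 of 72 choroid samples and 59.5% of its counts in 1 sample. With DESeq2 and the additive model its p-adj was 0.557.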

For choroid, only two genes, both identified by Ensembl gene IDs but non-named, met this criterion. See S3A and S3B Table for more information on specific genes, including the non-named genes in this category in both retina and choroid that are not shown here.

### Occluded vs. open eye differences interacted with time for a limited number of genes

We modeled the interaction of differential gene expression in occluded vs. open eyes with time (“occlVopen*time” category) for retina and for choroid. This analysis identified genes where the expression patterns in occluded eyes and contralateral open eyes differed statistically from each other across the day (Tables 4 and S4A and S4B). In seeking to identify the patterns of the differential gene expressions between the two eyes underlying the occlVopen*time interactions, the numbers of genes meeting either the p-adj<0.05 criterion (retina, n = 37; choroid, n = 7) or the p-adj<0.1 criterion (retina, n = 48; choroid, n = 12) were too few to cluster the gene expression patterns over time into groups. 

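In edgeR, 10 retinal genes passed a p-adj threshold of 0.05 for a difference between the eyes that changed with time, and 25 passed 0.1. In choroid, 0 genes passed either threshold, while 627 had an unadjusted p under 0.05. DESeq2's likelihood ratio test gave 36 and 50 genes in retina and 6 and 12 in choroid. The block of chicks left 30 and 57 retinal genes and 1 and 3 choroidal genes past these thresholds. ENSGALG00000005011 had the smallest p-adj in retina, 2.53e-05 in edgeR. The 6 times tested jointly for any difference between the eyes gave 50 genes in retina and 20 in choroid.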

To increase the gene numbers for modeling, we selected a p-adj<0.4 for retina and approximately p-adj<0.797 for choroid that yielded 185 retinal genes and 176 choroidal genes that clustered into patterns where gene expression patterns differed between the two eyes. The genes in the occlVopen*time interaction category identified by these broadened statistical criteria are shown schematically in Fig 2 and are listed in S4A (retina) and S4B (choroid) Table. Depending on the modeled group, specific gene expressions in occluded eyes were higher or lower than the open eyes at some or most times. Occasionally, the relative gene expression levels became inverted between the two eyes over the day (e.g., Fig 2A, group 14). 

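ETV4 and ETV5, which encode related transcription factors, changed the direction of the difference between eyes over the day. ETV4 (ENSGALG00000036678) was lower in occluded retinas at 5 times, down to a log2 fold change of -0.46 at ZT12 (SE 0.191), and higher at ZT16 by 1.38 (SE 0.2, p-adj = 3.7e-05 in edgeR). ETV5 (ENSGALG00000005768) was lower at ZT00 by a log2 fold change of -0.43 (SE 0.0708, p-adj = 0.000592) and higher at ZT16 by 0.28 (SE 0.0714, p-adj = 0.161). For the change of the difference with time, p-adj was 1.95e-04 for ETV4 and 1.62e-04 for ETV5 in edgeR, and 7.65e-04 and 3.13e-04 with the chick as a block.

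**Figure D3:**
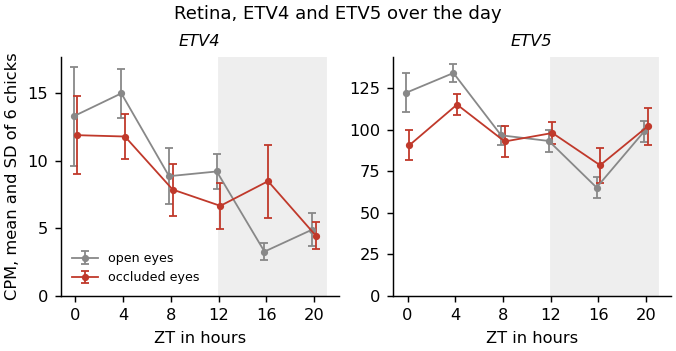
CPM of ETV4 (left) and ETV5 (right) in retina against sampling time in hours of ZT, as mean and SD of 6 open (grey) and 6 occluded (red) eyes, with the dark phase shaded. At ZT16 the mean of the occluded eyes lies above that of the open eyes for both genes, and at ZT00 below it.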

Heatmaps display the diurnal expression patterns of genes with statistically significant occlVopen*time interactions (p-adj<0.1) for retina and choroid (S1A and S1B Fig).

**Table 4:** Genes with occlVopen*time interactions during myopia progression.

RETINA			CHOROID
ETV4	MYBPC3	SMYD1	PRKCA
ETV5	TAMALIN	ACTC1	SLC4A2
ACTA1	MIDN	MYH7B	GPC4
MAFG	TNNI2	ANGPT2	FGFR4
MAFF	MYL1	PAK1IP1	CLEC19A
SPRY4	EPHA2	PER2	CHRM4
TNNT3	PISD	ARNTL	FXYD6
SPRED1	PCSK1	NOLC1	ARL13B
RHOBTB2	DUSP6	APOA1	HTRA1
MYL3	NPNT	LDB3	PHF19
RASL10A	TDP2	FAM89A	THBS4
OCM2	SPON1	MYH7	
SPRY2	VIP		
DUSP4	MYH1B		

Named genes with occluded vs. open eyes differences interacting with time over the day (occlVopen*time interaction) with statistical criteria of p-adj<0.10). See S4A and S4B Table for information not only for these genes but also for non-named genes and all 185 retinal genes and all 176 choroidal genes identified by the expanded statistical criteria described in the Results text, S4A and S4B Table include cluster (i.e., group) assignments, gene description, and statistical criteria for each tissue. S1A (retina) and S1B (choroid) Figs show heatmaps of the expression over time of those genes meeting the statistical criteria of p-adj<0.1.

### Only a few genes developed occluded vs. open eye expression differences at more than one time

Genes with differential expression levels between occluded vs. open eyes at more than one time were assessed with Venn diagrams (Fig 3) [44]. 

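In edgeR, 3 retinal genes and 0 choroidal genes passed a p-adj threshold of 0.05 at more than 1 time. They were DUSP4 (ENSGALG00000011419) and MAFF (ENSGALG00000012277) at ZT00 and ZT04, and ENSGALG00000005011 at ZT04 and ZT12. DUSP4 fell by 0.79 on the log2 scale at ZT00 (SE 0.169, p-adj = 0.0305) and by 0.80 at ZT04 (SE 0.169, p-adj = 0.00611). MAFF fell by 0.44 at both times (p-adj = 0.0257 and 0.00611), and ENSGALG00000005011 by 0.54 and 0.44 (p-adj = 0.000141 and 0.0172). DESeq2 gave 8 retinal and 2 choroidal genes, and the fit with the chick as a block gave 17 and 2.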

Regardless of how many genes showed occluded vs. open eye differences at a specific time (Table 2), very few genes exhibited occluded vs. open eye expression differences at more than one time: retina: 7 genes; choroid: 3 genes (Fig 3 and Tables 5 and S5). Most genes decreased at each common time point, although one gene in retina and two genes in choroid altered the direction of change depending on sampling time. 

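Both DUSP4 and MAFF were lower in the occluded eye of all 6 chicks at each of their times. LMOD2, which the paper reports as changing direction in retina, had at most 2 counts in a sample at ZT00 and ZT12 and 1 count at ZT16, so that no fold change can be given. In choroid, ENSGALG00000051856 had at most 3 counts in a sample at ZT04 and ZT12, and ENSGALG00000049118 at most 1 at ZT08 and ZT12. All 3 genes were left out by the filter on low counts. AvBD1 (ENSGALG00000022815) had a log2 fold change of -4.59 (SE 1.35, p-adj = 0.688 in edgeR) at ZT04 and -4.71 (SE 1.38, p-adj = 0.117) at ZT12. A single open choroid held 89.7% of its counts at ZT04, and 1 sample held 87.1% at ZT12.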

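PCSK1 (ENSGALG00000014681) and EGLN3 (ENSGALG00000010001) were lower in the occluded retina of all 6 chicks at both ZT00 and ZT04. At ZT00 the log2 fold change was -0.55 for PCSK1 (SE 0.128, p-adj = 0.0731 in edgeR) and -0.80 for EGLN3 (SE 0.188, p-adj = 0.0731). At ZT04 it was -0.61 for PCSK1 (SE 0.129, p-adj = 0.00611) and -0.69 for EGLN3 (SE 0.183, p-adj = 0.0616). Fitted with the chick as a block, they had a p-adj of 0.00113 and 0.00154 at ZT00 and 0.000224 and 0.00178 at ZT04. In choroid, no gene tested in edgeR passed at consecutive times.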

Four retinal genes and one choroidal gene were altered at 2 consecutive times. Of the single gene in retina affected at 3 times, only two of the times were consecutive (S5 Table).

**Fig 3:**
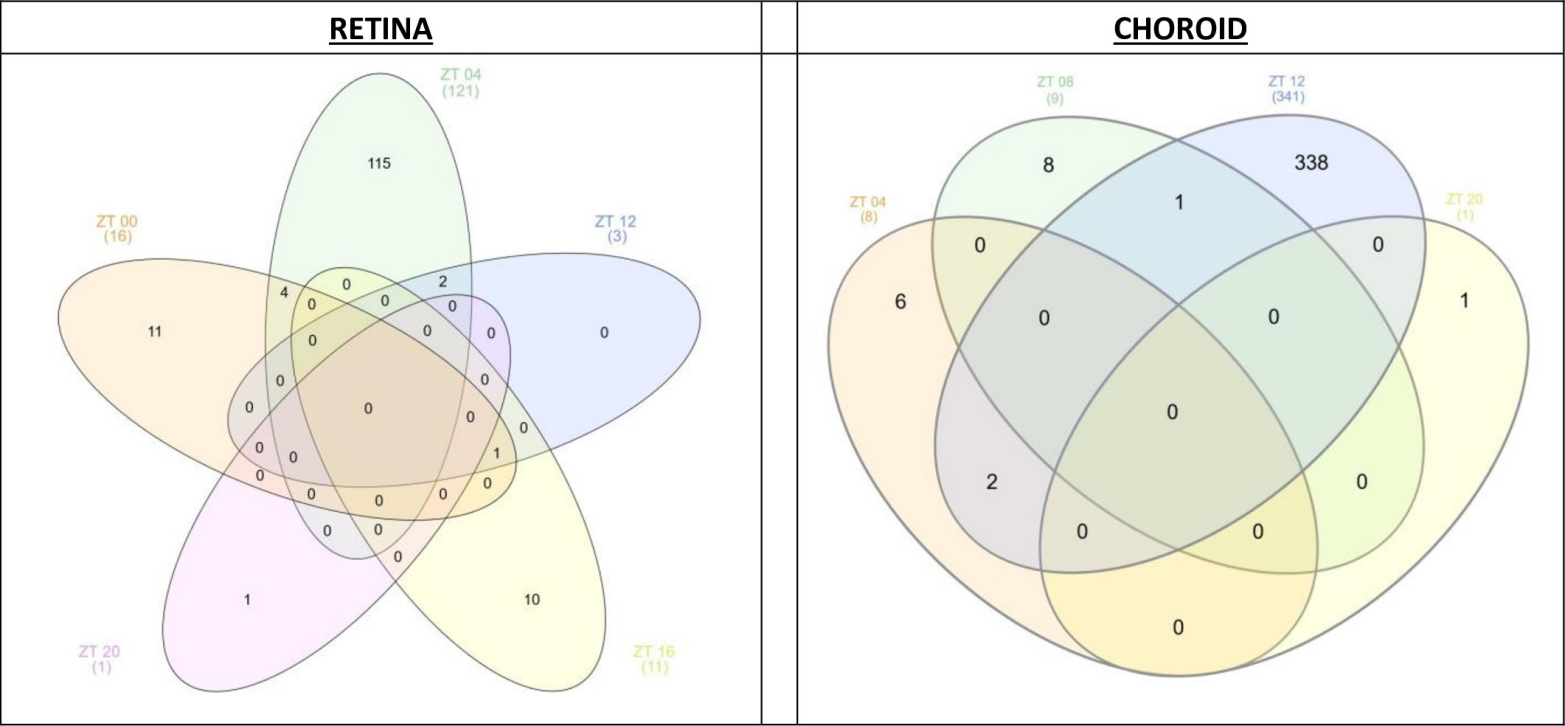
Venn diagrams: Genes with occluded vs. open eye differences at the sampling times during myopia progression, retina and choroid. The Venn diagrams identify the number of genes with differential expression levels at more than one time comparing occluded vs. open eyes in retina and in choroid, with the criterion of p-adj<0.05 for occluded vs. open eyes (see S3A and S3B Table). The different shapes of the Venn diagrams in the two panels occurred because the number of times with differentially expressed genes (Table 2) differed between retina (5 times) and choroid (4 times). S5 Table indicates times, the number of genes differentially expressed at the indicated times, the specific genes altered at more than one time, the directions of gene expression change and the log_2_ fold changes for both tissues.

**Table 5:** Genes with occluded vs. open eye differences at more than one time during myopia progression.

Number of ZT times with between-eye differences in expression of individual genes	Number of genes, with names, showing differential gene expression at more than one time, by tissue	
	**Retina**	**Choroid**
**ZT times = 2**	6 genes	3 genes
**Individual gene names**	MAFF, PCSK1 DUSP4, EGLN3, VIP ENSGALG00000005011	AvBD1 ENSGALG00000051856 ENSGALG00000049118
**ZT times = 3**	1 gene	0 genes
**Individual gene name**	LMOD2	‐‐‐

By the criterion of p-adj<0.05 used for selecting individual genes and times for the Venn Diagrams, the table gives the number of genes with occluded vs. open eye differences at more than one time in each tissue. Only one gene was expressed at more than two times in occluded vs. open eyes in retina, but none in choroid. See S5 Table for gene descriptions, directions of gene expression changes and log_2_ fold changes at each ZT time for specific genes differentially expressed at more than one time.

S6A (retina) and S6B (choroid) Table list all gene data comparing occluded vs. open eyes at any p-adj level, with gene names and fold changes.

### Biochemical and signaling pathways during myopia progression

To identify signaling, structural and metabolic pathways potentially involved in progressing myopia in retina and choroid, we performed Gene Set Enrichment Analysis (GSEA) [46] on the relative expression of genes in occluded vs. contralateral open eyes (S7A and S7B Table). We found pathways in the GSEA report enriched in the occluded eyes relative to contralateral open eyes that corresponded to genes with increased expression in occluded relative to the contralateral eyes. We also identified pathways enriched in the open eyes relative to contralateral occluded eyes that corresponded to pathways from genes with decreased expression in occluded eyes relative to contralateral open eyes. GSEA uses unfiltered but ranked gene lists to detect pathways from genes moving in the same direction and identified pathways from each tissue and each time condition, even if few or no individual genes under some conditions met the statistical p-adj<0.05 criterion for differential gene expression. Based on an FDR<0.05 for pathway identification, we evaluated GSEA for the occlVopen*time interactions, for the overall category and for each time (see S3A, S3B, S4A, S4B, S7A and S7B Tables).

### Some differentially expressed chick genes corresponded to candidate genes for human myopia

We compared candidate human genes from recent publications (see Methods) [20, 47–51] to the differentially expressed genes identified in the progression of form-deprivation myopia in chicks (p-adj<0.05; S3A, S3B, S4A and S4B Tables). Only a limited number of candidate human genes corresponded to the differentially expressed genes in established, progressing chick form-deprivation myopia (Table 6). The retinal genes in chick corresponding to human genes were found mostly at chick light-phase sampling time ZT04, consistent with the preponderance of differentially expressed chick retinal genes at this time (Table 2). However, two overlapping chick/human genes also were identified in retina at sampling time ZT16, in the middle of the dark phase. 

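PDE10A (ENSGALG00000011537) had 7.04 ± 2.87 CPM in occluded and 11.8 ± 1.54 in open retinas at ZT04 (SD, n = 6), a log2 fold change of -0.75 (SE 0.184, p-adj = 0.033 in edgeR). PDE11A changed by -0.80 (SE 0.183, p-adj = 0.0175) and HIVEP3 by -0.52 (SE 0.13, p-adj = 0.042). PDE3A and SBSPON changed by -0.70 (SE 0.194) and 0.43 (SE 0.115) with a p-adj of 0.0806 and 0.0594. In the fit with the chick as a block, the p-adj of these genes lay between 0.0137 and 0.0598, and with the muscle covariate between 0.0805 and 0.286. The muscle genes ACTC1 and CACNA1S were lower by log2 fold changes of -3.06 (SE 0.639) and -1.96 (SE 0.426), with 80.7% and 65.3% of their counts at ZT04 in 1 open retina. Both were higher, not lower, in the occluded eye of 4 of the 6 chicks.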

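INPP5D (ENSGALG00000035498) had 7.28 ± 2.64 CPM in occluded and 3.27 ± 0.81 in open retinas at ZT16 (SD, n = 6), a log2 fold change of 1.17 (SE 0.261, p-adj = 0.0909 in edgeR). DESeq2 gave a p-adj of 0.0201, and the alternatives lay between 0.0201 and 0.0904. It was higher in the occluded eye of all 6 chicks. Its mean expression was lower in retina than in choroid, by a log2 difference of -3.65.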

The choroidal genes in chick corresponding to human genes were found only at sampling time ZT12, also consistent with the preponderance of differentially expressed chick genes in choroid at this time (Table 2). 

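Of the choroidal genes in Table 6, none passed a p-adj threshold of 0.05 in edgeR at ZT12. Those with the smallest p-adj were FGFR3 (0.0627), DIS3L2 (0.0795) and SARNP (0.0795), with log2 fold changes of -0.69 (SE 0.171), 0.30 (SE 0.0769) and -0.46 (SE 0.119). Blocking by chick gave a p-adj of 0.0489, 0.0384 and 0.0678 for these genes. FREM1 had a log2 fold change of 0.80 (SE 0.249, p-adj = 0.118).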

No genes in the occlVopen*time interaction or overall categories corresponded significantly with the human gene list.

**Table 6:** Common genes from occluded vs. open chick eyes and candidate human myopia genes.

Sampling condition for chick genes (ZT in hours)	Human candidate genes corresponding to differentially expressed genes in progressing form deprivation myopia of chick	
	**Retina** *	Choroid *
occlVopen*time	n.s.	n.s.
overall	n.s.	n.s.
0	n.s.	n.s.
4	NOG, SBSPON, GJD2, HIVEP3, PDE3A, PDE10A, PDE11A, CACNA1S, ENSGALG00000034119, ACTC1, ENSGALG00000054033	n.s.
8	n.s.	n.s.
12	n.s.	ECEL1, NEUROD6, OPN1LW, CLUL1, LRIT2, VSX1, GJD2, PAX6, RBFOX1, RD3L, RS1, ENSGALG00000050676, CABP4, GNB3, DSCAML1, GABRR1, BMP3, ENSGALG00000049411, FREM1, PER3, GJC2, DIS3L2, SARNP, GRIN2B, FGFR3, GDF11
16	INPP5D, EPHA2	n.s.
20	n.s.	n.s.

Chick genes with differences between occluded and open chick eyes for each sampling condition (p-adj<0.1 for occlVopen*time, S3A, S3B, S4A and S4B Tables; p-adj<0.05 for other conditions, S3A and S3B Table) that also were identified in human candidate human myopia genes obtained from several studies [20, 47–51].

occlVopen*time category = occluded vs. open eyes differences interacting with time.

overall category = occluded vs. open eye differences similar in magnitude and direction

at all time points.

* statistically significant overlapping genes, 2-tailed Chi-square test with Yates’ correction,

p<0.05.

n.s., no statistically significant overlap between chick and human myopia genes.

## Discussion

Consistent with the evidence linking refractive development with circadian biology described in the Introduction, the expression levels of many genes during established and progressing myopia depend on the time of day in both retina and choroid (Table 1 and S2A, S2B, S2C and S2D), with expression patterns varying by gene, tissue, and the eye’s occluded/open status (Fig 1). In terms of the myopia analysis of occluded vs. open eye comparisons, the central finding during progression is that gene expression differences between occluded myopic and contralateral open eyes also depend on tissue sampling time during the day (Table 2 and S3A and S3B). 

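Of the 6 retinal comparisons, the one at ZT04 gave the most genes with the low-count filter replaced (110 genes without a filter and 40 with at least 10 counts in every sample), with other size factors (71 genes) and without sex in the model (72 genes). With the muscle covariate, ZT00 gave 9 genes and ZT04 gave 7. Fits of the 12 samples of each time alone also gave 9 at ZT00 and 7 at ZT04. With the chick as a block the numbers were 47 at ZT00 and 124 at ZT04. With the block and the muscle covariate together they were 41 and 78. From the numbers at each time the paper states that the differences between occluded and open eyes depend on the sampling time.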

Most differentially expressed retinal genes were identified during the light phase (ZT00-ZT12), and the largest number of gene expression differences between occluded and open eyes during myopia progression occurred at ZT04. 

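Of the genes found with the chick as a block, 12 of 47 in retina at ZT00 were higher and 35 lower, while 65 of 124 at ZT04 were higher. DESeq2 gave 2 higher and 14 lower genes at ZT00, and 30 higher and 93 lower genes at ZT04. Of the 57 genes that were lower at ZT04 in edgeR without the block, striated muscle genes were 19. A single open retina at ZT04 held over 25% of the counts at that time of 32 of the 75 genes found there.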

Most differentially expressed retinal genes during the light phase were downregulated in the occluded eye. 

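DESeq2 found 254 of the 341 choroidal genes at ZT12 higher in occluded eyes and 87 lower. Of 249 of the higher genes that were tested in both tissues, 81.5% had a mean expression at least 4-fold higher in retina than in choroid, against 12.3% of the 13707 genes tested in both. Of 75 lower genes, 0 did. In edgeR, 12 genes were higher and 13 lower, and 3 of 11 higher genes tested in both tissues (27.3%) were enriched in this way. Blocking by chick gave 56 higher and 72 lower, and 4 of 54 (7.41%). At an unadjusted p under 0.05, edgeR found 2075 genes at this time.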

In choroid, the overwhelming number of differentially expressed genes occurred at the end of the light phase (ZT12); most of these were upregulated in the occluded eye (Table 2).

Comparing myopia onset to myopia progression (S8 Table), most differentially expressed genes in retina occurred during the light phase (ZT00 through ZT12) and were downregulated in both conditions. 

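The genes that the paper lists as differing at myopia onset were followed in the present samples. Of the onset genes tested here, the change in occluded eyes during progression had the sign reported for onset for 25 of 27 at ZT00, 50 of 58 at ZT04, 100 of 117 at ZT08 and 20 of 20 at ZT12. A rotation test of these genes (fry, limma, n = 72 samples in the fit) weighted each gene by its onset log2 fold change. It gives large onset changes more weight and is not a test of the sign counts. Its p-values were 0.493, 0.0143, 0.0187 and 1.53e-05, and 0.616, 0.0623, 0.0623 and 1.53e-04 after Benjamini-Hochberg adjustment over 10 such tests. The p-values with the chick as a block were 0.609, 0.0186, 0.00871 and 8e-05.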

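In choroid, 35 of 38 onset genes tested here changed during progression with the sign reported for onset at ZT00, 22 of 24 at ZT04, 539 of 670 at ZT08, 46 of 49 at ZT12, 83 of 92 at ZT16 and 66 of 181 at ZT20. The rotation test p-values were 0.0935, 0.205, 0.677, 0.069, 0.716 and 0.474, the smallest being 0.173 after adjustment. They were 0.0438, 0.301, 0.693, 0.0398, 0.636 and 0.494 with the chick as a block, the smallest being 0.0876 after adjustment. In that fit, 406 of 670 genes at ZT08 had the sign reported for onset.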

In choroid, many more genes were differentially expressed throughout the day at myopia onset than during progression. Based on findings during myopia onset and/or progression, experimental studies of myopia pathogenesis thus need to include sampling time and myopia status when assaying for gene expression alterations because both can influence findings and bias the outcomes.

Only the current report and our prior report on myopia onset [18] incorporate time of day in sufficient detail to guide future research, particularly on circadian influences. Based on the statistical criteria used to identify differentially expressed genes for both tissues, S9A (retina) and S9B (choroid) Table describe all genes that 1) were differentially expressed at myopia onset; 2) were common to both onset and progression; and 3) were differentially expressed during myopia progression. Comparisons between onset and progression are discussed further below.

### OcclVopen*time interaction category

Modeling the interaction of treatment (i.e., occluded vs. open eye gene expression) with time provided the OcclVopen*time interaction categories (Fig 2 and Tables 4 and S4A and S4B). While more differentially expressed genes were identified from inter-eye comparisons at specific times in each tissue (Tables 2 and S3A and S3B), the OcclVopen*time interaction category incorporates data from many times and provides more robust comparisons of differentially regulated genes than the results of separately analyzed time points. We highlight here genes meeting the statistical cut-off of p-adj<0.1 (Table 4), even though broader statistical criteria were needed to generate enough genes to produce the groupings of Fig 2 (see Results text).

Retinal genes in the OcclVopen*time interaction category in myopia progression (Fig 2 and Tables 4 and S4A) include the circadian clock genes PER2 and ARNTL [29] and PCSK1, whose product processes prohormone and neuropeptide precursors [53]. 

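PER2 (ENSGALG00000005521), ARNTL (ENSGALG00000005378) and PCSK1 had a p-adj of 0.165, 0.273 and 0.0915 in edgeR for a difference between eyes that changed with time. With DESeq2 it was 0.058, 0.0739 and 0.0204, and with the chick as a block 0.0099, 0.0153 and 0.00152. Over single genes, the eyes of a chick had a median correlation of 0.22 in retina. At ZT04, PER2 was lower in the occluded retina of all 6 chicks, with a log2 fold change of -0.29 (SE 0.0777, p-adj = 0.0675 in edgeR), and ARNTL was higher in 5 of 6, with 0.22 (SE 0.0692, p-adj = 0.156). At ZT20, PER2 was higher in all 6 (log2 fold change 0.15, SE 0.0782, p-adj = 0.934).

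**Figure D4:**
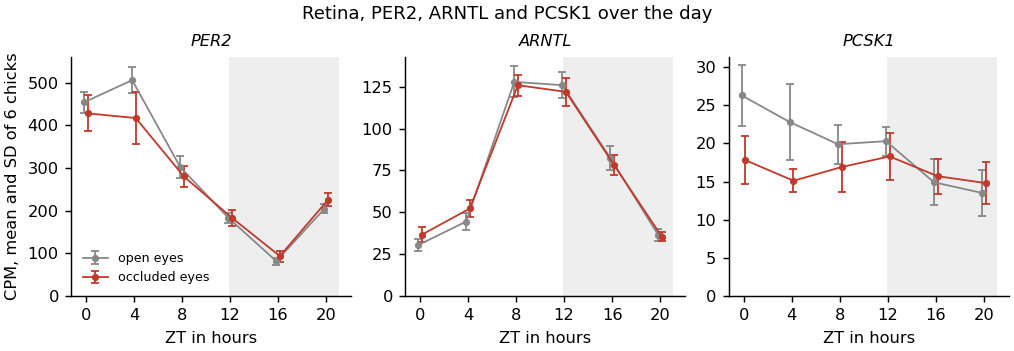
CPM of PER2 (left), ARNTL (middle) and PCSK1 (right) in retina against sampling time in hours of ZT, as mean and SD of 6 open (grey) and 6 occluded (red) eyes, with the dark phase shaded. At ZT04 the means of PER2 and PCSK1 are lower in occluded than in open eyes and that of ARNTL is higher.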

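VIP (ENSGALG00000013604) had 10.8 ± 2.69 CPM in occluded and 19.1 ± 4.32 in open retinas at ZT04 (SD, n = 6), a log2 fold change of -0.83 (SE 0.19, p-adj = 0.017 in edgeR), and was lower in the occluded eye of all 6 chicks. At ZT12 the log2 fold change was also -0.83 (p-adj = 0.236 in edgeR and 0.00429 with the chick as a block), with 5 of 6 chicks lower. For the change of the difference with time, p-adj was 0.173 in edgeR, 0.0344 with DESeq2 and 0.00238 with the chick as a block.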

The VIP gene conforms with the long-imputed role of VIP peptide in myopia; but the downregulation of VIP in progressing chick form deprivation myopia here and in chick myopia following the wearing of a minus spectacle lens (i.e., lens-induced myopia) [54] contrasts with its upregulation in primate and guinea pig myopia [55, 56], perhaps representing a species difference. 

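ENSGALG00000014963, which the paper's supplement describes as dermatan sulfate epimerase, had a p-adj of 0.0233 in edgeR for a difference between the eyes of the retina that changed with time. The alternatives gave p-adj between 0.0018 and 0.0188. Over all times, its log2 fold change was -0.10 (SE 0.0441, p-adj = 0.721).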

Dermatan sulfate epimerase, a rate limiting enzyme in the synthesis of dermatan sulfate which has a role in tissue development and homeostasis [57, 58] also appears in this category. The protein product of NPNT, an extracellular matrix protein, regulates cell adhesion, differentiation and other functions [59]. 

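In edgeR, p-adj for a difference between the eyes that changed with time was 0.273 for ANGPT2 (ENSGALG00000036189) and 0.0915 for NPNT (ENSGALG00000043555) in retina. DESeq2 gave 0.0645 and 0.0204, and the block of chicks 0.322 and 0.142. NPNT had 5.21 ± 0.767 CPM in occluded and 7.51 ± 1.1 in open retinas at ZT04, and 6.2 ± 1.23 and 3.66 ± 0.797 at ZT16 (SD, n = 6).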

ANGPT2 functions to influence vascular modeling and, at least in mammals, may impact development of the aqueous humor outflow pathway [60]; thus, NPNT may point toward a mechanism underlying the link between myopia and glaucoma [6]. Because the retina is a neural tissue, the expression of numerous genes linked to cardiac muscle (MYBPC3, ACTC1, MYL3, MYH7, MYH7B) or to skeletal muscle (MYL1, SMYD1, TNNI2, MYH1B, ACTA1, TNNT3) presents a conundrum for explaining a mechanism for myopia progression.

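Transcripts of 25 striated muscle genes were tested in retina, and all 25 were lower in occluded eyes at ZT04, with a median log2 fold change of -2.75. A single open retina at ZT04 had a summed abundance of muscle transcripts of 12.0 on the log2 scale of CPM, against a mean of 8.13 ± 1.91 for the 6 open and 7.39 ± 0.125 for the 6 occluded retinas at that time (SD). That sample held 97.8% of the ZT04 counts of MYH1B, 95.2% of MYH7, 88.5% of MYH7B and 85.2% of MYL3. In the occluded eye, the summed abundance was lower in 5 of 6 chicks (exact permutation test by sign changes, two-sided, p = 0.469). For a difference between eyes that changed with time, ACTA1 had a p-adj of 0.0376, TNNT3 0.0624, MYL3 0.055, MYBPC3 0.135 and MYH1B 0.145 in edgeR, and 0.391 to 0.757 with the chick as a block. SMYD1, MYL1 and OCM2 were left out by the filter on low counts, with 71.3%, 95% and 87.6% of their counts in retina in 1 sample.

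**Figure D5:**
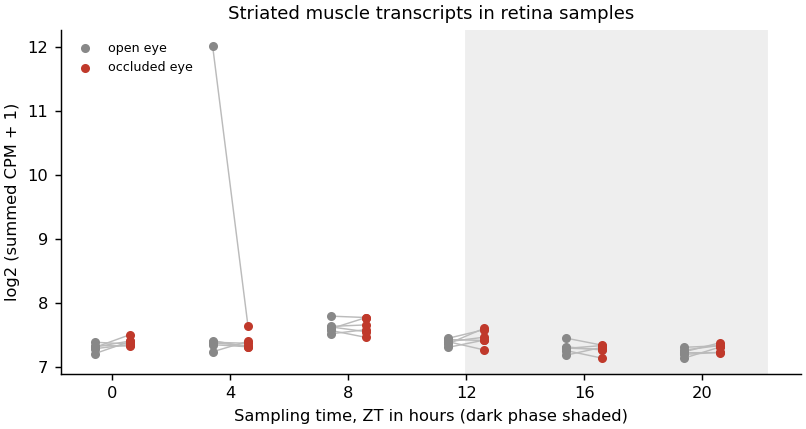
Summed abundance of striated muscle transcripts, as log2 of CPM plus 1, in each retina sample against sampling time in hours of ZT, with grey lines joining the open (grey) and occluded (red) eye of a chick and the dark phase shaded. A single open retina at ZT04 lies at 12.0, above all the others.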

The choroid contained fewer genes in the OcclVopen*time interaction category during myopia progression than the retina (Fig 2 and Tables 4 and S4B). 

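PRKCA (ENSGALG00000025950) had 122 ± 29 CPM in occluded and 115 ± 13.9 in open choroids over the day (SD, n = 36). At ZT12 it had 161 ± 26.3 against 113 ± 8.78 (SD, n = 6), a log2 fold change of 0.51 (SE 0.101, p-adj = 0.0313 in edgeR). Its p-adj for a difference between the eyes that changed with time was 0.145 in edgeR and lay between 0.00981 and 0.467 in the alternatives. Over single genes, the eyes of a chick had a median correlation of 0.35 in choroid.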

To highlight a few, the product of PRKCA is a protein kinase that influences proliferation, cell growth, inflammation, neurotransmitter release, circadian rhythmicity and phase setting [61]. 

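FGFR4 (ENSGALG00000028543) had 31.3 ± 7.38 CPM in occluded and 51.6 ± 9.43 in open choroids at ZT12 (SD, n = 6), a log2 fold change of -0.71 (SE 0.158, p-adj = 0.0393 in edgeR). The p-adj was 0.0356 with the chick as a block and 0.086 with the phototransduction covariate. For a difference that changed with time, p-adj was 0.0139 with DESeq2 and 0.198 with the block.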

While a role for fibroblast growth factor 4 (whose receptor is the product of FGFR4) is not known, other growth factors have been implicated in myopia, including fibroblast growth factor 2 [62]. Much work over centuries has implicated cholinergic signaling and cholinergic receptors in myopia [8, 9, 63], including the M4 muscarinic receptor subtype [64] which is the product of the ChRM4 gene in chick. 

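CHRM4 (ENSGALG00000008365) had 26.1 ± 9.29 CPM in occluded and 29.1 ± 12.9 in open choroids over the day (SD, n = 36). At ZT12 the values were 24.9 ± 7.34 and 45.6 ± 12.1 (SD, n = 6), with a log2 fold change of -0.86 (SE 0.218, p-adj = 0.069 in edgeR). Its p-adj for a difference between the eyes that changed with time was 0.414 in edgeR, with alternatives between 0.0787 and 1.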

The protein product of THBS4 influences cell-cell and cell-matrix interactions, tissue remodeling, synaptogenesis, angiogenesis and fibrosis among other activities [65]. 

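THBS4 (ENSGALG00000014804) had 27.3 ± 17 CPM in occluded and 30.6 ± 64 in open choroids over the day (SD, n = 36), and 1 sample held 19.8% of its counts in choroid. At ZT08, a single open choroid held 70.6% of its counts, 87.1% of those of COL9A2 and 93% of those of CLEC19A. For THBS4, p-adj for a difference that changed with time was 0.563 in edgeR and 0.0826 with DESeq2.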

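FXYD6 (ENSGALG00000025937) had 2.3e+02 ± 45.2 CPM in occluded and 242 ± 41 in open choroids over the day (SD, n = 36). At ZT12 it was lower in occluded eyes, with 2.0e+02 ± 38.8 against 302 ± 26.6 (SD, n = 6), a log2 fold change of -0.58 (SE 0.12, p-adj = 0.032 in edgeR). Its p-adj for a difference between the eyes that changed with time was 0.342 in edgeR, 0.0726 with DESeq2 and 0.118 with the chick as a block.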

FXYD6 encodes phosphohippolin, a modulator of Na,K-ATPase activity [66]; a potential control of eye growth and refraction by ion movements in the retina and choroid has previously been suggested [67, 68].

In the OcclVopen*time interaction category, the retina had several differentially expressed genes common to both myopia onset and progression (S9A and S10 Tables) [18], with both lists restricted to the p-adj<0.1 criterion. 

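Of the 31 retinal genes that the paper lists for this category at onset, 2 passed a p-adj threshold of 0.05 in edgeR during progression, MAFF (p-adj = 0.00841) and ENSGALG00000005011. With DESeq2, 6 passed, the other 4 being DUSP4, VIP, PCSK1 and SPON1. Under the block of chicks, 7 passed, among them PER2 and G0S2.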

MAFF is a transcription factor. R-spondins enhance Wnt signaling [69], and Wnt signaling seemingly impacts myopia in humans and mice [70]. Most of the other common genes comparing OcclVopen*time category in retina have been discussed above. In choroid, only one gene (FXYD6, also discussed above) was shared in the interaction category of both conditions (S9B and S10 Tables). 

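None of the 71 choroidal genes that the paper lists for this category at onset passed a p-adj threshold of 0.05 in edgeR or DESeq2 during progression, and 1 did with the chick as a block, CYR61.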

[18] In comparing the heatmaps during myopia progression (S1A and S1B Fig) with the heatmaps of the occlVopen*time interaction category at myopia onset [18], the common differentially expressed genes (S10 Table) between onset and progression tend to fluctuate less dramatically than some of the other the occlVopen*time genes. Whether these characteristics have mechanistic significance is uncertain.

### Overall category

The overall category lists the genes where the occluded vs. open eye comparisons were similar statistically in magnitude and direction throughout the day even though a statistically significant difference was not required at each sampling time. 

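In retina with edgeR, MAFF and ENSGALG00000005011 passed a p-adj threshold of 0.05 for an average difference over all times. Both also passed for a difference that changed with time. For RHOBTB2 (ENSGALG00000034020) the p-adj was 0.224 for the former and 0.0233 for the latter. For MAFG (ENSGALG00000031475) it was 0.914 and 0.00346. In choroid no gene passed the latter test. With the chick as a block, the p-adj for the average difference in retina was 0.0455 for MAFF and 0.0509 for ENSGALG00000005011. Of these genes only MAFF thus still passed.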

As a result of the statistical modeling, some genes were identified in each tissue for both overall and OcclVopen*time interaction categories. Despite the apparent statistical ambiguities in the overlap between these two categories, identification of these genes nonetheless has potential value in studying myopia pathogenesis. 

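Some genes of the additive model in edgeR are outside the paper's lists of progression genes of the same tissue (p-adj under 0.05). They were 21 in retina (10 higher and 11 lower in occluded eyes) and 39 in choroid (25 higher and 14 lower). The paper's onset lists were left out of this comparison and hold some of these genes, such as TH in retina. All 21 and all 39 passed a p-adj threshold of 0.05 with DESeq2 and with the chick as a block. Without the low-count filter, the model gave 40 retinal genes in all, and with at least 10 counts in every sample 34.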

Only 14 genes in retina and 2 genes in choroid fell into the overall category during myopia progression. While only a small number of genes, their protein products may influence refractive development throughout the day.

Of the genes in the overall category, those in retina seemingly are most informative (Table 3 and S3A, S8 and S9A). To highlight a few besides transcription factors, SPR participates in the biosynthesis of tetrahydrobiopterin, a cofactor for tyrosine hydroxylase and tryptophan hydroxylase that have roles in dopamine and serotonin synthesis as well as functioning as an antioxidant [71]; dopamine and serotonin have each been implicated in myopia pathogenesis [72–74]. 

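SPR (ENSGALG00000000067) had 15.1 ± 2.14 CPM in occluded and 16.1 ± 3.22 in open retinas over the day (SD, n = 36), a log2 fold change of -0.07 (SE 0.0471, p-adj = 0.998 in edgeR). It was lower in the occluded eye of 24 of 36 chicks.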

The protein products of MIDN and LONRF1 participate in ubiquination and protein degradation, among other potential actions [75, 76]. 

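MIDN (ENSGALG00000033150) changed by a log2 fold change of -0.13 over all times (SE 0.0442, p-adj = 0.441 in edgeR) and LONRF1 (ENSGALG00000013725) by -0.11 (SE 0.0292, p-adj = 0.0883). DESeq2 gave a p-adj of 0.399 for MIDN and 0.0491 for LONRF1, and the chick as a block 0.367 and 0.0437.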

Two genes encode multifunctional proteins that interact negatively with mitogen-activated protein (MAP) kinase signaling: SPRY4, a protein inhibitor of MAP kinase signaling [77]; and DUSP4, a phosphatase acting at MAP kinase as well as at other proteins [78, 79]. 

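Over all times, DUSP4 had 6.04 ± 2.08 CPM in occluded and 8.67 ± 3.89 in open retinas (SD, n = 36), a log2 fold change of -0.42 (SE 0.0834, p-adj = 0.00559 in edgeR). SPRY4 (ENSGALG00000033012) had 4.38 ± 1.34 and 5.66 ± 2.13, a log2 fold change of -0.31 (SE 0.0996, p-adj = 0.318). DUSP4 was lower in the occluded eye of 27 of 36 chicks and SPRY4 in 21.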

MAP kinases are components of signaling pathways that govern general developmental phenomena such as cell proliferation and cell differentiation [80]. In the choroid, cartilage oligomeric matrix protein is the only gene product identified of the two differentially regulated genes in the overall category (S3B and S9B Tables); this large, complex extracellular protein exerts a variety of functions in the extracellular matrix [81].

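RAD54L2 (ENSGALG00000003243) changed by a log2 fold change of -0.11 over all times in retina (SE 0.0432, p-adj = 0.651 in edgeR). Of the 24 retinal genes that the paper lists as overall genes at onset, 4 passed a p-adj threshold of 0.05 in edgeR's additive model during progression, NOG, UTS2B, DUSP4 and ENSGALG00000005011. The model with the chick as a block gave 6, which were NOG, UTS2B, DUSP4, LONRF1, PCSK1 and G0S2. ENSGALG00000005011 did not pass there (p-adj = 0.0509).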

The overall categories in the differentially expressed genes during myopia onset [18] and progression share only three genes in retina: LONRF1, RAD54L2 and DUSP4 (S9A Table). 

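Of the 32 choroidal genes that the paper lists as overall genes at onset, 5 passed a p-adj threshold of 0.05 in edgeR's additive model during progression, among them SLMAP, ASB2, CORIN and PTHLH. With DESeq2 and the same model, 7 passed, and with the chick as a block 8.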

In choroid, no differentially regulated genes were common to both myopia onset and progression (S9B Table).

### Other differentially expressed genes at specific times

While less robust statistically than the two categories just discussed, additional genes identified at specific times merit some comment. Each tissue developed either up-regulated or down-regulated genes at many but not all times of day during myopia progression (Tables 2 and S3A and S3B). The overwhelming majority of differentially expressed genes in choroid occurred at ZT12 and most differentially expressed genes in retina occurred at earlier times, consistent with the notion of a time delay between at least some retinal signals and their actions at the choroid.

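NOG (ENSGALG00000003114) had 16.1 ± 3.27 CPM in occluded and 9.82 ± 1.1 in open retinas at ZT04 (SD, n = 6), a log2 fold change of 0.70 (SE 0.177, p-adj = 0.0403 in edgeR), and was higher in the occluded eye of all 6 chicks. At ZT16 its log2 fold change was -0.06 (SE 0.178, p-adj = 0.993). The alternatives gave a p-adj between 0.0137 and 0.197 at ZT04.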

As examples for retina at ZT04 and ZT16 (Tables 2 and S3A), NOG encodes an inhibitor of bone morphogenetic proteins (BMPs); both NOG and BMPs have been implicated in myopia [22, 35]. 

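In retina at ZT04, GJD2 (ENSGALG00000009845) had 90.1 ± 7.84 CPM in occluded and 75.8 ± 5.12 in open eyes (SD, n = 6), a log2 fold change of 0.24 (SE 0.0635, p-adj = 0.0578 in edgeR and 0.0316 with DESeq2). All 6 chicks had more in the occluded eye.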

GJD2, also implicated in human myopia [82], produces a gap junction protein connexin-36 that is regulated by dopamine [83, 84]. DIO2 has been previously associated with myopia [22], as have genes encoding urotensin (e.g., UTS2B) [22, 54]. 

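DIO2 (ENSGALG00000026005) had 84.9 ± 13.9 CPM in occluded and 113 ± 8.6 in open retinas at ZT04 (SD, n = 6), a log2 fold change of -0.43 (SE 0.0963, p-adj = 0.0123 in edgeR). UTS2B (ENSGALG00000007222) had 4.18 ± 0.786 and 7.53 ± 1.47, a log2 fold change of -0.86 (SE 0.183, p-adj = 0.00712). Each was lower in the occluded eye of all 6 chicks.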

The protein product of ANGP2 (angiopoitin-2) impacts vascular growth and inflammation [85], and angiopoitin-2 is a new target for retinal vascular disease [86]. 

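ANGPT2 had 114 ± 21.9 CPM in occluded and 75.3 ± 8.14 in open retinas at ZT16 (SD, n = 6), a log2 fold change of 0.61 (SE 0.148, p-adj = 0.142 in edgeR and 0.0427 with DESeq2). At ZT04 it was -0.32 (SE 0.148, p-adj = 0.404 in edgeR). In the mean, ANGPT2 was expressed less in retina than in choroid, by a log2 difference of -2.09.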

NTNT encodes nephronectin, an extracellular matrix protein involved in cell adhesion and cell differentiation [59]. 

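The log2 fold change of NPNT was -0.54 at ZT04 (SE 0.174, p-adj = 0.198 in edgeR) and 0.77 at ZT16 (SE 0.177, p-adj = 0.101). It was lower in the occluded eye of 6 of 6 chicks at ZT04 and higher in 5 of 6 at ZT16.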

How, or even if, these protein products impact myopia requires further study.

In the choroid, the many genes differentially expressed at ZT12 (Tables 2 and S3B) during myopia progression impact such processes as inflammation, membrane signaling, ion channels and inflammation. 

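Among genes of the phototransduction cascade, 27 were tested in choroid, and 26 of them were higher in occluded eyes at ZT12, with a median log2 fold change of 1.95. As a set, they ranked above the other genes (camera of limma, n = 72 samples in the fit, p = 1.27e-12, and 7.11e-11 after adjustment over 56 set tests), while a rotation test of the set by itself gave p = 0.0485 (fry). These p-values were 1.9e-11 and 0.0335 with the chick as a block. All 17 tested genes typical of the inner retina were also higher, with a median log2 fold change of 2.55 and a camera p of 1.12e-09. Over the 36 open choroids, the summed abundances of the 2 sets were correlated (Pearson r = 0.891, Spearman rho = 0.784, permutation p = 1e-05 for each, 2e-05 after adjustment over 4 such relations), and r was 0.682 without the 2 farthest samples and between 0.437 and 0.996 within a sampling time.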

While genes involving neural signaling and vision might have been expected to be found in retina, they here are found instead in choroid. 

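OPN1MSW (ENSGALG00000002848), a cone opsin gene, had 60.4 ± 92 CPM in occluded and 8.13 ± 2.06 in open choroids at ZT12 (SD, n = 6), a log2 fold change of 2.80 (SE 0.819, p-adj = 0.117 in edgeR). PRPH2 (ENSGALG00000009909) had 40.1 ± 48.7 and 8.62 ± 1.62, a log2 fold change of 2.20 (SE 0.733, p-adj = 0.128). A single occluded choroid held 61.9% of the ZT12 counts of OPN1MSW and 45.7% of those of PRPH2, and each gene was higher in the occluded eye of 4 of 6 chicks. DESeq2 gave a p-adj of 0.0246 and 0.0496, and the phototransduction covariate 0.978 for both.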

Included in these genes are numerous genes related to receptors for the neurotransmitters GABA, glutamate and acetylcholine, several opsin genes and PRPH2 (also known as retinal degeneration slow, or RDS). Efforts during tissue dissection sought to minimize cross-contamination to the extent practical between the retina and choroid (see Methods). 

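The summed abundance of phototransduction transcripts at ZT12, on the log2 scale of CPM, was 10.9 ± 1.03 in occluded and 10.1 ± 0.0958 in open choroids (SD, n = 6). It was higher in the occluded eye of all 6 chicks (exact permutation test by sign changes, two-sided, p = 0.0312, the smallest that 6 chicks allow, and 0.187 after adjustment over the 6 times). The occluded choroids of a pair of these chicks had 11.7 and 12.6. In the retina the same sum was 14.3 ± 0.0671 in occluded and 14.3 ± 0.0734 in open eyes at that time. Of 738 genes with a mean expression at least 16-fold higher in retina than in choroid, 732 were higher in occluded choroids at ZT12, and their mean was higher in 4 of 6 chicks (exact permutation test by sign changes, two-sided, p = 0.125).

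**Figure D6:**
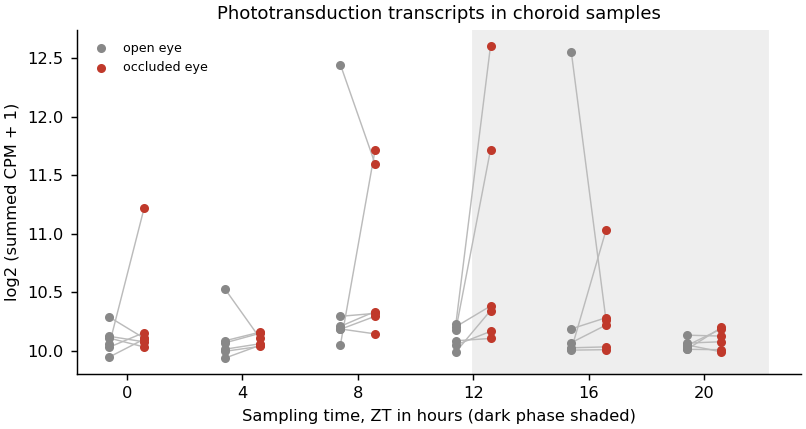
Summed abundance of phototransduction transcripts, as log2 of CPM plus 1, in each choroid sample against sampling time in hours of ZT, with grey lines joining the open (grey) and occluded (red) eye of a chick and the dark phase shaded. At ZT12, a pair of occluded choroids lie at 11.7 and 12.6, above the 6 open choroids.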

The genes for IGF-2 and several FGF receptor subtypes are identified. 

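IGF2 (ENSGALG00000035282) had 99.1 ± 31.4 CPM in occluded and 153 ± 32.3 in open choroids at ZT12 (SD, n = 6), a log2 fold change of -0.63 (SE 0.189, p-adj = 0.118 in edgeR). FGFR3 (ENSGALG00000015708) had 701 ± 160 and 1142 ± 2.3e+02. IGF2, FGFR3 and FGFR4 were each lower in the occluded eye of 5 of 6 chicks.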

Also identified are DJD2 (seen in retina, above) and DJC2, both of which encode gap junction proteins [82]. 

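In choroid at ZT12, GJD2 had 8.06 ± 9.94 CPM in occluded and 1.41 ± 0.273 in open eyes (SD, n = 6), a log2 fold change of 2.54 (SE 0.79, p-adj = 0.118 in edgeR), and 1 sample held 38.3% of its counts. Blocking by chick, its p-adj was 0.27.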

The circadian clock gene PER3 and ASMT (whose protein product catalyzes the final step in melatonin synthesis) relate directly to potential circadian dysregulation in myopia, the hypothesis underlying this study.

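PER3 (ENSGALG00000000573) had 19.6 ± 9.13 CPM in occluded and 12.4 ± 0.542 in open choroids at ZT12 (SD, n = 6), a log2 fold change of 0.66 (SE 0.181, p-adj = 0.097 in edgeR). ASMT (ENSGALG00000016685) had 3.59 ± 4.17 and 0.821 ± 0.252, a log2 fold change of 2.12 (SE 0.68, p-adj = 0.119). A single sample held 45.8% of the counts of ASMT at that time and 21.2% of those of PER3. With the phototransduction covariate, p-adj was 0.596 for PER3 and 0.984 for ASMT.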

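During progression, 12 of the 75 retinal genes found at ZT04 in edgeR are among the 62 that the paper lists at ZT04 at onset, and 63 are not. In choroid at ZT12, 7 of 25 are among the 51 onset genes of that time. With DESeq2, these numbers were 14 of 123 and 25 of 341, and with the chick as a block 15 of 124 and 16 of 128.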

Considering only the numbers of differentially regulated genes (S8 Table), there are surprisingly few common genes comparing myopia onset to myopia progression. Perhaps, there are relatively few signaling mechanisms common to both myopia onset and progression, and the common genes could be identifying common mechanisms essential to the characteristic ocular elongation in myopia (S9A and S9B Table). The limited overlap in the overall gene categories suggest that these genes and the processes they regulate (e.g., protein degradation or MAP kinase signaling in choroid) may be active throughout the day, and that only a few genes underlie time-independent signaling common to myopia onset and progression. Perhaps also, the distinct differentially expressed genes at myopia onset or during myopia progression reveal useful directions to favorably impact myopia, suggesting different interventions specifically for reducing the onset or the progression of myopia. Substantiating any of these notions, however, will require further research.

### Occluded vs. open eye differences at multiple times

Only a few individual genes developed statistically significant occluded vs. open eye differences at more than one time during myopia progression (Fig 3 and Tables 5 and S5). Individual genes may possibly have more influence on refraction if differentially expressed at multiple times in the day. Because of the 4-hour interval between tissue sampling times, however, gene expression differences at consecutive times may develop from a more pronounced effect at an intermediate time, rather than indicating a prolonged action. In retina, only 7 genes were differentially expressed at multiple times: of these, 3 were identified at non-consecutive times. In choroid, only 3 genes showed expression differences at multiple times: of these, 1 was identified at non-consecutive times (Fig 3 and Tables 5 and S5). The limited number of genes differentially expressed in each tissue at multiple times likely follows the concentration of differentially expressed genes to specific times (Table 2). Perhaps, the most interesting genes for the pathogenesis of myopia progression are PCSK1, DUSP and VIP in retina; each is discussed above. Many more genes were differentially expressed at multiple times in our previous study on myopia onset: 30 in retina and 89 in choroid [18]. Comparing the present progression study to myopia onset [18], only 5 genes were common to both studies in retina; and only one, in choroid (S11 Table). Like the broad perspective above on the limited common genes at myopia onset and during myopia progression, the limited common genes found at multiple times during myopia progression supports the hypothesis that myopia onset and progression may have different mechanisms.

### GSEA pathways

Of the many signaling, structural and metabolic pathways identified, those from the occlVopen*time and overall categories will be emphasized below (S7A and S7B Table). 

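The pathway collection used by the paper was not used here. Gene sets written from general knowledge before the counts were opened were tested instead. Only those for sterol synthesis and mitosis were written later, after the differing genes had been seen. Only named genes entered a set, and names came in part from shortened tables sorted by p-adj. Membership thus leans to genes that rank high in these same data. In retina at ZT04, the 25 striated muscle genes ranked below the other genes (camera of limma, n = 72 samples in the fit, p = 1.1e-12, and 5.39e-11 after adjustment over 49 set tests), and a rotation test of the set by itself gave p = 0.0189 (fry). The values were 5.73e-09 and 0.0124 with the chick as a block. At ZT00 the same set gave 0.594 and 0.832.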

During myopia progression, pathways in retina in the occlVopen*time category enriched in occluded or open eyes include several pathways related to muscle, extracellular matrix, autophagy and the ARENRF2 anti-oxidant/detoxifying pathway [87]. The overall category in retina includes a number of pathways addressing oxidative metabolism, transport, protein processing, and nerve growth factor. Like individual genes, pathways in the choroid during myopia progression enriched in occluded or open eyes include many visual system and neural signaling pathways. In the occlVopen*time category, these include the cone, rhodopsin and phototransduction pathway, numerous neurotransmitter-related pathways (e.g., GABA, glutamate, norepinephrine, serotonin and synaptic vesicles), plus some involved in inflammation (e.g., interleukin 12) or cell biology. The overall category includes pathways enriched in occluded or open eyes for cones, phototransduction, some growth factors (IGF1, NGF), cell function, structure and inflammation.

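Over all times, 25 of the 27 phototransduction genes were higher in occluded choroids, with a median log2 fold change of 0.20 (camera, n = 72 samples in the fit, p = 0.00226, and 0.0181 after adjustment over the 56 set tests). The rotation test of the set by itself had a p of 0.402. Including the chick as a block, camera gave 7.19e-04 and the rotation test 0.274. The summed abundance of the set was higher in the occluded eye of 26 of 36 chicks (permutation test by sign changes, two-sided, p = 0.192).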

Pathways identified previously at myopia onset are both similar and different from those found during myopia progression, using the same statistical criteria [18]. Retinal pathways found at myopia onset for the occlVopen*time category contrast with those during progression and include the rhodopsin pathway, Krebs cycle pathway and the mitochondrial complex 1 assembly pathway. In the overall category, retinal pathways at myopia onset include those involved in rhodopsin function, phototransduction, oxidative metabolism and various structural components. More similar to progressing myopia, the choroidal pathways at myopia onset for the occlVopen*time category contain neurotransmitter-related pathways (e.g., serotonin, dopamine, glutamate, norepinephrine, GABA, acetylcholine, etc.), cone pathways, metabolic pathways, as well as a few others. Among the choroidal pathways in the overall category at myopia onset are those related to neurotransmitters (e.g., GABA, serotonin, acetylcholine, GABA), cones, rhodopsin, visual transduction, ion channels, inflammation, etc. The pathway differences, especially for retina, further support the notion of substantial differences in the mechanisms of myopia onset and progression.

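Of a set of 24 core clock genes, 17 carry a name in the paper's tables and were tested. In retina, the set had a camera p of 0.312 at ZT04 (fry 0.218) and 0.811 at ZT20 (fry 0.941), against 0.0229 at ZT00 (fry 0.0615). Adding the chick as a block, p at ZT04 was 0.201 (fry 0.095), at ZT00 0.0163 (fry 0.024) and over all times 0.0242 (fry 0.0309). Over all times in retina, 14 of 17 were lower in occluded eyes (a camera p of 0.0275, a fry p of 0.0813 and a camera p of 0.168 after adjustment over 49 set tests). In choroid, 13 of 17 were higher at ZT12 (a camera p of 0.00714, a fry p of 0.066 and a camera p of 0.044 after adjustment over 56 set tests), and over all times p was 0.93 (fry 0.966). No clock gene passed a p-adj threshold of 0.05 for a difference between the eyes in edgeR at ZT04 or ZT20 in retina or at ZT12 in choroid. At ZT04 in retina, PER2 and ARNTL passed with the block (p-adj = 0.00758 and 0.0198).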

Relative to the circadian dysregulation hypothesis underlying this investigation, the circadian clock pathway is detected during myopia progression in retina at ZT04 and ZT20 but not in choroid; the clock pathway is not identified in either the occlVopen*time or overall categories of either tissue. The pathways from the occlVopen*time interaction and overall categories associated with photoreceptors and photoreceptor biology correspond to findings implicating photoreceptors in refractive error development in laboratory animals [67, 88] and in human genetics [16, 19, 89]. As in myopia onset [18], the many neurotransmitter-related pathways found in choroid during myopia progression suggest complex neuronal mechanisms in this tissue contributing not only to myopia onset but also to myopia progression. Besides our results in myopia onset and myopia progression, prior genome-wide assays of the retina have identified many complex pathways in chick [20–22, 90, 91] or mammalian [23, 24, 92] myopia. While a necessary consequence of the statistical nature of pathway identifications, the large number and variability of GSEA-generated pathways emphasize the complexity of the mechanisms underlying myopia onset and progression of established myopia.

#### Human vs. chick genes

In either retina or choroid, we found only a few differentially expressed genes represented during myopia progression among the many candidate genes for human myopia (Table 6). This limited overlap parallels our prior results at myopia onset [18] and the limited overlap in another study comparing chick retinal genes to those in human myopia at 4 hours and 24 hours of form deprivation [20]. The reason(s) for this limited overlap between chick and human myopia genes is uncertain. The anatomical parallels between form-deprivation myopia and human myopia, the induction of myopia in children from conditions that interfere with the visual axis (e.g., eyelid ptosis or corneal scarring) and similar anti-myopia responses to muscarinic antagonists in chicks and children [9, 93] suggest at least some similarity in underlying mechanisms. While requiring direct study, those human candidate genes overlapping with chick myopia genes may somehow be essential to myopia pathogenesis independent of species.

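EPHA2 (ENSGALG00000039895) had 4.13 ± 1.5 CPM in occluded and 1.94 ± 0.557 in open retinas at ZT16 (SD, n = 6), a log2 fold change of 1.10 (SE 0.255, p-adj = 0.101 in edgeR and 0.0385 with DESeq2). It was higher in the occluded eye of all 6 chicks, and its mean expression was lower in retina than in choroid by a log2 difference of -3.55.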

Among the retinal genes during chick myopia progression overlapping with human myopia genes in retina, EHPA2 encodes one of the Eph receptors, a large family of receptor tyrosine kinases that mediate many processes, such as cell-to-cell communication and cell attachment [94], as well as several phosphodiesterases and DJD2, a gap junction gene [82]. In the choroid, overlapping genes between chick and human include ECEL1, DJD2, PAX6, BMP3, FGFR3 and GDF11, all genes potentially interacting with signaling or growth mechanisms. 

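Of these genes, ECEL1 (ENSGALG00000030420) had the largest change at ZT12, from 0.747 ± 0.389 CPM in open to 8.89 ± 5.75 in occluded choroids (SD, n = 6), a log2 fold change of 3.54 (SE 0.954, p-adj = 0.0894 in edgeR). PAX6 had a log2 fold change of 2.54 (SE 0.789, p-adj = 0.118), with 57.5% of its counts in 1 sample. BMP3 and GDF11 had 1.77 (SE 0.487, p-adj = 0.0966) and -1.10 (SE 0.299, p-adj = 0.0934). With the phototransduction covariate, p-adj was 0.928 for PAX6, and 0.252, 0.142 and 0.223 for ECEL1, BMP3 and GDF11.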

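GABRR1 (ENSGALG00000015778) had 2.53 ± 3.22 CPM in occluded and 0.655 ± 0.147 in open choroids at ZT12 (SD, n = 6), a log2 fold change of 1.89 (SE 0.593, p-adj = 0.119 in edgeR), with 49.6% of its counts in 1 sample. GRIN2B (ENSGALG00000011809) had 21.9 ± 7.81 and 33.8 ± 6.65, a log2 fold change of -0.61 (SE 0.172, p-adj = 0.103). GABRR1 was higher in the occluded eye of 6 of 6 chicks and GRIN2B lower in 5 of 6.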

The protein products of several genes have roles in neuronal biology signaling: CTNND2, GABRR1 and GRIN2B. 

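At ZT12, OPN1LW (ENSGALG00000050470) had 515 ± 739 CPM in occluded and 61.2 ± 21.9 in open choroids (SD, n = 6), a log2 fold change of 3.02 (SE 0.832, p-adj = 0.0966 in edgeR). CLUL1, VSX1 and CABP4 had log2 fold changes of 2.68 (SE 0.739), 2.55 (SE 0.785) and 2.20 (SE 0.71), with p-adj between 0.097 and 0.119. A single sample held 58.9% of the ZT12 counts of OPN1LW, and 39.8% to 58.3% of those of the other 3 genes. With the phototransduction covariate, p-adj was 0.816 for OPN1LW and between 0.856 and 0.968 for the others.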

Surprisingly, genes associated with retinal disorders (CLUL1, VSX1, RD3, RS1, and CABP4) and a cone pigment (OPN1LW) were identified in choroid but not retina of progressing chick myopia (Table 6). From single cell transcriptomics, several opsin genes also were recently found to be expressed in one or more choroidal cell types [95]. Refractive errors are associated with retinal diseases [89, 96], but the choroidal expression of these genes will require more study to understand. Refractive errors also occur in ocular diseases affecting other components of the eye, such as cornea or lens [1, 97], but whether our findings in retina or choroid relate to these conditions requires direct investigation.

As in our study of myopia onset [18], the overlap of human candidate myopia genes with chick myopia genes at discrete times in retina and in choroid during myopia progression suggests some type of connection to circadian biology that motivated this study. In both retina and choroid, some overlapping chick-human genes occur only during myopia onset, only during myopia progression or during both conditions. Perhaps, these distinctions between genes may help to identify mechanisms active at myopia onset, active at myopia progression or general pro-myopia mechanisms. As examples, the BMP’s and GABA signaling may be part of general myopia mechanisms, but the gap junction protein product of GJD2 may impact myopia progression. Such distinctions accessible in laboratory myopia models are hard to discern in clinical genetic risk factor studies. Such hypotheses would benefit from an improved understanding of the relationship between form-deprivation myopia and common human myopia.

### Circadian biology and clinical myopia

Many genes and pathways are linked by genetic studies to human myopia, including those involved with circadian rhythms [16]. Sleep disturbances, a potential indicator of circadian disruption, can occur in myopic children [98–100] but are not consistently detected [101–105]; the type of the sleep disorder also varies between studies [100, 106–108]. Sleep quality also may impact orthokeratology, a treatment for myopia [109]. The clock gene PER3 was identified as a rare variant in human myopia [49] (Table 6) and was found in the choroid during myopia progression at ZT12 (S3B Table); PER3 is involved in sleep regulation, non-visual responses to light and a variety of circadian responses [110], supporting potential roles for light and circadian biology in myopia. Increased time outdoors associates with a lower myopia prevalence but does not clearly impact myopia progression [111], suggesting perhaps that light and/or circadian effects may differently impact myopia onset and progression. Seeking a direct circadian effect on myopia, studies of children, early teenagers and young adults have so far resulted in conflicting findings of an association of myopia with systemic melatonin, an intrinsic mediator of circadian rhythms [112–114]. Reinforced by contemporary human genetics [16], environmental lighting has long been postulated to impact refractive development [15, 115–118]. The worsening problem of light pollution from ambient artificial light at night [119] can disrupt circadian rhythms and has been linked to sleep disorders in children [120] and perhaps myopia [121]. With recent concerns about putative pro-myopia effects of light from electronic screens [122], further investigation is needed to unravel the roles of light and sleep in myopia pathogenesis [123].

Besides the few common genes, many specific genes have previously been found and postulated as potential mediators of myopia both in experimental animals and in children [16, 19]. These many potential mediators of myopia onset and/or progression greatly complicate designing laboratory and clinical studies to study myopia mechanisms and to develop novel therapies. Perhaps because of the increasing biochemical and pharmacological complexity, novel myopia therapies increasingly assess specific wavelengths of light exposure, outdoor activities, optical devices and behavioral modification. Despite the clinical interest, only modest anti-myopia efficacy has resulted so far [124] with variable rebound of myopia on terminating these treatments [125].

Extending the results on the onset of form-deprivation myopia in chick, the current study finds a key role for time of day in potential retinal and choroidal signaling mechanisms during the progression of experimental myopia and further buttresses the notion that circadian biology exerts a central role in the mechanism(s) of myopia. Most available studies of myopia pathogenesis in children inadequately assess any circadian disorder or time of day, including the numerous light, optical or behavioral remedies proposed as potential myopia therapies. Identifying the type of any circadian disorder(s) causing/augmenting myopia and establishing any role for time of day in myopia pathogenesis would seem essential in clinical studies seeking the cause of myopia and improved anti-myopia interventions.

## Supporting information

S1 Fig A Retinal heatmap, myopia progression, occlVopen*time interaction. Heatmap of the log_2_ fold-changes in retina are shown across the sampling times for the occluded vs. open eye differences interacting with time (occlVopen*time interaction) during myopia progression. Key in upper right gives the magnitude of log_2_ fold-changes. The color indicates the direction of occluded vs. open eye gene expression differences–red, expression higher in occluded eye; blue, expression lower in the occluded eye. See Fig 2 and Tables 4 and S4A. lfc; log_2_ fold-change, preceded by the ZT of the tissue sampling time. Left ordinate: dendrogram relating the gene clusters. Right ordinate: gene name. B. Choroidal heatmap, myopia progression, occlVopen*time interaction. Heatmap of the log_2_ fold-changes in retina are shown across the sampling times for the occluded vs. open eye differences interacting with time (occlVopen*time interaction) during myopia progression. Key in upper right gives the magnitude of log_2_ fold-changes. The color indicates the direction of occluded vs. open eye gene expression differences–red, expression higher in occluded eye; blue, expression lower in the occluded eye. See Fig 2, Tables 4 and S4B. lfc; log_2_ fold-change, preceded by the ZT of the tissue sampling time. Left ordinate: dendrogram relating the gene clusters. Right ordinate: gene name.
(ZIP)

S1 Table RNA quantity and quality for each sample. The total amount of RNA extracted from each sample and two quality measures are shown for each chick, eye, tissue and ZT sampling time. *chick ID*, an arbitrary identification number used for this experimental series. *ZT*, Zeitgeber time of tissue sampling, in hours. *RIN*, RNA integrity number. *Mean Quality Score*, or Phred quality score (Q score) to assess accuracy of a sequencing platform.
(XLSX)

S2 Table Variability of gene expression across time during myopia progression. The variability of expression levels across time for all genes with measurable p-adj values during myopia progression, ordered by p-adj values, are shown for **S2A Table**) retinas of occluded eyes; **S2B Table**) retinas of contralateral open eyes**; S2C Table**) choroids of occluded eyes; and **S2D Table**) choroids of contralateral open eyes. *baseMean*, average normalized counts over all samples. *p-adj*, p-value corrected for the false discovery rate (FDR) with the Benjamini-Hochberg method.
(XLSX)

S3 Table **A. Comparisons of occluded to open eyes over time during myopia progression, retina**. The gene expression levels in occluded vs. contralateral open eyes over time in retina are provided for genes with between-eye differences meeting the criterion of p-adj<0.05, sorted by log_2_ fold-change. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, retinal genes that differed statistically between occluded vs. contralateral open eyes over the entire day, identified by assessing all replicates at all time points simultaneously (see text, Table 2). *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) with the Benjamini-Hochberg method. **B. Comparisons of occluded to open eyes over time during myopia progression, choroid.** The gene expression levels in occluded vs. contralateral open eyes over time in choroid are provided for genes with between-eye differences meeting the criterion of p-adj<0.05, sorted by log_2_ fold-change. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, retinal genes that differed statistically between occluded vs. contralateral open eyes over the entire day, identified by assessing all replicates at all time points simultaneously (see text, Table 2). *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) with the Benjamini-Hochberg method.
(ZIP)

S4 Table A. Group assignments of occlVopen*time interactions in retina during myopia progression. The inter-eye gene expression differences that interacted with time (i.e., occlVopen*time interaction), meeting the broadened statistical criteria described in the Results text, along with their cluster (group) assignments are shown for retina. The genes are ranked by p-adj values. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method. *cluster*, see Fig 2 for the representation of the patterns of the clusters (i.e., groups) and the text for the method of determining the occlVopen*time interactions. B. Group assignments of occlVopen*time interactions in choroid during myopia progression. The inter-eye gene expression differences that interacted with time (i.e., occlVopen*time interaction), meeting the broadened statistical criteria described in the Results text, along with their cluster (group) assignments are shown for choroid. The genes are ranked by p-adj values. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method. *cluster*, see Fig 2 for the representation of the patterns of the clusters (i.e., groups) and the text for the method of determining the occlVopen*time interactions.
(ZIP)

S5 Table Gene expression differences between occluded and open eyes at more than one time during myopia progression. The Venn Diagrams of Fig 3 provide the genes with between-eye expression differences with p-adj<0.05 at more than one time. The S5 Table lists the ZT times, the number and names of genes differentially expressed a more than one ZT time, the gene descriptions, the directions of gene expression changes and the log_2_ fold changes at statistically significant times. Retina, above; choroid, below. *ZT*, Zeitgeber time of tissue sampling, in hours.
(DOCX)

S6 Table **A. Complete data for occluded vs. open eye comparisons in retina during myopia progression**. The tables provide occluded vs. contralateral open eye gene expression differences over time in retina for all genes with the log_2_ fold-changes of the differences, sorted by p-adj values. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, genes that differed statistically between occluded vs. contralateral open eyes over the entire day in retina, identified by assessing all replicates at all time points simultaneously (see text).*baseMean*, average normalized counts across all samples. *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method. **B. Complete data for occluded vs. open eye comparisons in choroid during myopia progression.** The tables provide occluded vs. contralateral open eye gene expression differences over time in choroid for all genes with the log_2_ fold-changes of the differences, sorted by p-adj values. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, genes that differed statistically between occluded vs. contralateral open eyes over the entire day in choroid, identified by assessing all replicates at all time points simultaneously (see text). *baseMean*, average normalized counts across all samples. *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.
(ZIP)

S7 Table **A. GSEA pathways in retina during myopia progression**. Pathway assignments were based on the relative expression of retinal genes in occluded eyes vs. contralateral open eyes. Two general types of GSEA pathways were identified: 1) pathways enriched in occluded eyes relative to the contralateral open genes; and 2) pathways enriched in open eyes relative to the contralateral occluded eyes, corresponding to decreased expression in occluded eyes. The genes generating the pathways included those identified for specific times of the day, the “overall” category (see S3A and S3B Table), and the occlVopen*time interaction (see Tables 4 and S4A and S4B). Pathways listed met the statistical criterion of FDR q-value<0.05. *GSEA*, Gene Set Enrichment Analysis. *ZT*, Zeitgeber time of tissue sampling, in hours. *NES*, normalized enrichment score. *FDR*, false discovery rate. **B. GSEA pathways in choroid during myopia progression.** Pathway assignments were based on the relative expression of choroidal genes in occluded eyes vs. contralateral open eyes. Two general types of GSEA pathways were identified: 1) pathways enriched in occluded eyes relative to the contralateral open genes; and 2) pathways enriched in open eyes relative to the contralateral occluded eyes, corresponding to decreased expression in occluded eyes. The genes generating the pathways included those identified for specific times of the day, the “overall” category (see S3A and S3B Table), and the occlVopen*time interaction (see Tables 4 and S4A and S4B). Pathways listed met the statistical criterion of FDR q-value<0.05. *GSEA*, Gene Set Enrichment Analysis. *ZT*, Zeitgeber time of tissue sampling, in hours. *NES*, normalized enrichment score. *FDR*, false discovery rate.
(ZIP)

S8 Table Myopia onset vs. myopia progression: Gene numbers with expression differences between occluded and open eyes. Myopia progression vs. myopia onset, summary of gene numbers with expression differences between occluded and open eyes at each time (p-adj<0.05). “UP” = occluded/open eyes: + fold-change; “DOWN” = occluded/open eyes: − fold-change. *ZT*, Zeitgeber time of tissue sampling, in hours. “overall” = genes with occluded vs. open eye differences that were similar in magnitude and direction at all time points (see text). S3A (retina) and S3B (choroid) Table of the current study and S2A (retina) and S2B (choroid) Table of the myopia onset study [18] include by time the gene names and gene descriptions for each tissue with expression differences (p-adj<0.05), ranked by log_2_ fold change.
(DOCX)

S9 Table **A. Distinct and common genes in retina, myopia onset vs. myopia progression**. Distinct and common genes in retina for the occlVopen*time interaction category, for the overall category and for each sampling time for occluded vs. open gene expression comparisons for myopia onset and myopia progression. Data derive from S2 and S3 Tables in our study of myopia onset [18] and from S3A, S3B, S4A and S4B Tables of current study of myopia progression. The statistical criteria for selecting genes were identical for the two studies: p-adj<0.1 for the occlVopen*time interaction categories, and p-adj<0.05 for the overall category and for the individual times. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, genes that differed statistically between occluded vs. contralateral open eyes over the entire day. *baseMean*, average normalized counts across all samples. *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method. **B. Distinct and common genes in choroid, myopia onset vs. myopia progression**. Distinct and common genes in choroid for the occlVopen*time interaction category, for the overall category and for each sampling time for occluded vs. open gene expression comparisons for myopia onset and myopia progression. Data derive from S2 and S3 Tables in our study of myopia onset [18] and from S3A, S3B, S4A and S4B Tables of current study of myopia progression. The statistical criteria for selecting genes were identical for the two studies: p-adj<0.1 for the occlVopen*time interaction categories, and p-adj<0.05 for the overall category and for the individual times. *ZT*, Zeitgeber time of tissue sampling, in hours. *overall*, genes that differed statistically between occluded vs. contralateral open eyes over the entire day. *baseMean*, average normalized counts across all samples. *lfcSE*, standard error of the log_2_ fold-change. *p-adj*, p-value corrected for the false discovery rate (FDR) using the Benjamini-Hochberg method.
(ZIP)

S10 Table Myopia onset vs. myopia progression: Genes with OcclVopen*time interactions over the full day. Genes with occluded vs. open eye differences interacting with time over the full day (i.e., the occlVopen*interaction category) from Table 3 here and from Table 3 of our study of myopia onset [18]). Genes met the criterion of p-adj<0.1 in both studies (see texts). Named genes are listed, and Ensemble gene ID numbers are provided for non-named genes. See S9A (retina) and S9B (choroid) Table for more information including gene descriptions. Retina, top; choroid, bottom. Blue shading = genes that are common to myopia onset and myopia progression. * = the only non-named gene common to progression and onset, which appears in retina, is described as “SHC adaptor protein 4”.
(DOCX)

S11 Table Myopia onset vs. myopia progression: Genes with occluded vs. open eye differences at multiple times. Common genes with occluded vs. open eye differences at more than one time from the current report on myopia progression and from our study of myopia onset [18] for genes meeting the criterion of p-adj<0.05 in each study. For each gene, only times meeting this statistical criterion are shown. Retina, top; choroid, bottom. *ZT*, Zeitgeber time of tissue sampling, in hours.
(DOCX)

# Supplementary material for: Diurnal gene expression patterns in retina and choroid distinguish myopia progression from myopia onset
**Source:** PLoS One. 2024 Jul 19;19(7):e0307091. doi: 10.1371/journal.pone.0307091
**Supplement:** S5 Table — The Venn Diagrams of Fig 3 provide the genes with between-eye expression differences with p-adj<0.05 at more than one time. The S5 Table lists the ZT times, the number and names of genes differentially expressed a more than one ZT time, the gene descriptions, the directions of gene expression changes and the log2 fold changes at statistically significant times. Retina, above; choroid, below. ZT, Zeitgeber time of tissue sampling, in hours.

**S5 Table. Genes expression differences between occluded and open eyes at more than one time during myopia progression.**

| **Genes differentially expressed at more than one ZT time** | | **Gene**  **Name** | **Gene description** | **Direction of gene expression change at times (p-adj<0.05)** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ZT times of tissue sampling (hour)** | **Number of genes** |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  | **ZT time and log_2_ fold change** | | | | | |
|  |  |  |  |  | 0 hr | 4 hr | 8 hr | 12 hr | 16 hr | 20 hr |
| **RETINA** |  |  |  |  |  |  |  |  |  |  |
| 0 & 4 | 4 | MAFF | MAF bZIP transcription factor F | all decrease | -0.44 | -0.44 |  |  |  |  |
|  |  | PCSK1 | proprotein convertase subtilisin/kexin type 1 | all decrease | -0.55 | -0.61 |  |  |  |  |
|  |  | DUSP4 | dual specificity phosphatase 4 | all decrease | -0.78 | -0.80 |  |  |  |  |
|  |  | EGLN3 | egl-9 family hypoxia inducible factor 3 | all decrease | -0.79 | -0.68 |  |  |  |  |
| 4 & 12 | 2 | ENSGALG00000005011 | SHC adaptor protein 4 | all decrease |  | -0.54 |  | -0.44 |  |  |
|  |  | VIP | vasoactive intestinal peptide | all decrease |  | -0.84 |  | -0.83 |  |  |
| 0 & 12 & 16 | 1 | LMOD2 | leiomodin 2 | increase ZT 0; decrease ZT 12 & 16 | +17.4 |  |  | -18.8 | -16.0 |  |
| **CHOROID** |  |  |  |  |  |  |  |  |  |  |
| 4 & 12 | 2 | AvBD1 | avian beta-defensin 1 | all decrease |  | -4.7 |  | -4.7 |  |  |
|  |  | ENSGALG00000051856 |  | decrease ZT4; increase ZT12 |  | -14.8 |  | +16.0 |  |  |
| 8 & 12 | 1 | ENSGALG00000049118 |  | increase ZT08;  decrease ZT12 |  |  | +16.4 | -16.7 |  |  |

# Supplementary material for: Diurnal gene expression patterns in retina and choroid distinguish myopia progression from myopia onset
**Source:** PLoS One. 2024 Jul 19;19(7):e0307091. doi: 10.1371/journal.pone.0307091
**Supplement:** S8 Table — Myopia progression vs. myopia onset, summary of gene numbers with expression differences between occluded and open eyes at each time (p-adj<0.05). “UP” = occluded/open eyes: + fold-change; “DOWN” = occluded/open eyes: − fold-change. ZT, Zeitgeber time of tissue sampling, in hours. “overall” = genes with occluded vs. open eye differences that were similar in magnitude and direction at all time points (see text). S3A (retina) and S3B (choroid) Table of the current study and S2A (retina) and S2B (choroid) Table of the myopia onset study [18] include by time the gene names and gene descriptions for each tissue with expression differences (p-adj<0.05), ranked by log2 fold change.

| **S8 Table.** **Myopia onset vs. myopia progression, gene numbers with expression differences between occluded and open eyes.** | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **RETINA** | | | | | **CHOROID** | | | | |
| **Sampling time,**  **ZT in hours** | **Number of retinal genes** | **Direction of gene expression changes in occluded eye relative to open eye;**  **number and % of genes** | | | | **Number of choroidal genes** | **Direction of gene expression changes in occluded eye relative to open eye;**  **number and % of genes** | | | |
|  |  | **Up** | | **Down** | |  | **Up** | | **Down** | |
| **MYOPIA ONSET** | |  |  |  |  |  |  |  |  |  |
| overall | 24 | 3 | 12.5% | 21 | 87.5% | 32 | 20 | 62.5% | 12 | 37.5% |
| 0 | 28 | 4 | 14.3% | 24 | 85.7% | 39 | 24 | 61.5% | 15 | 38.5% |
| 4 | 62 | 10 | 16.1% | 52 | 83.9% | 27 | 9 | 33.3% | 18 | 66.7% |
| 8 | 119 | 53 | 44.5% | 66 | 55.5% | 673 | 205 | 30.5% | 468 | 69.5% |
| 12 | 21 | 5 | 23.8% | 16 | 76.2% | 51 | 23 | 45.1% | 28 | 54.9% |
| 16 | 4 | 0 | 0.0% | 4 | 100.0% | 96 | 64 | 66.7% | 32 | 33.3% |
| 20 | 0 | 0 | 0.0% | 0 | 0.0% | 193 | 156 | 80.8% | 37 | 19.2% |
| **MYOPIA PROGRESSION** | |  |  |  |  |  |  |  |  |  |
| overall | 14 | 1 | 7.1% | 13 | 92.9% | 2 | 2 | 100.0% | 0 | 0.0% |
| 0 | 16 | 2 | 12.5% | 14 | 87.5% | 0 | 0 | 0.0% | 0 | 0% |
| 4 | 121 | 29 | 24.0% | 92 | 76.0% | 8 | 6 | 75.0% | 2 | 25.0% |
| 8 | 0 | 0 | 0.0% | 0 | 0.0% | 9 | 2 | 22.2% | 7 | 77.8% |
| 12 | 3 | 0 | 0.0% | 3 | 100.0% | 341 | 253 | 74.2% | 88 | 25.8% |
| 16 | 11 | 10 | 90.9% | 1 | 9.1% | 0 | 0 | 0.0% | 0 | 0% |
| 20 | 1 | 0 | 0.0% | 1 | 100.0% | 1 | 0 | 0.0% | 1 | 100% |

# Supplementary material for: Diurnal gene expression patterns in retina and choroid distinguish myopia progression from myopia onset
**Source:** PLoS One. 2024 Jul 19;19(7):e0307091. doi: 10.1371/journal.pone.0307091
**Supplement:** S10 Table — Genes with occluded vs. open eye differences interacting with time over the full day (i.e., the occlVopen*interaction category) from Table 3 here and from Table 3 of our study of myopia onset [18]). Genes met the criterion of p-adj<0.1 in both studies (see texts). Named genes are listed, and Ensemble gene ID numbers are provided for non-named genes. See S9A (retina) and S9B (choroid) Table for more information including gene descriptions. Retina, top; choroid, bottom. Blue shading = genes that are common to myopia onset and myopia progression. * = the only non-named gene common to progression and onset, which appears in retina, is described as “SHC adaptor protein 4”.

| **S10 Table. Myopia onset vs. myopia progression: Genes with occluded vs. open eye differences interacting with time (i.e., OcclVopen*time interactions) over the full day.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **RETINA** |  |  | **RETINA** |  |  |
| **MYOPIA ONSET** |  |  | **MYOPIA PROGRESSION** |  |  |
| VIP | DUSP4 |  | ETV4 | RHOBTB2 | TDP2 |
| DIO2 | TH |  | ETV5 | MYL3 | SPON1 |
| UNC5C | ACOX2 |  | ACTA1 | RASL10A | VIP |
| GLS2 | NOG |  | MAFG | OCM2 | MYH1B |
| PCSK1 | HBEGF |  | MAFF | SPRY2 | SMYD1 |
| NADK | RSPO2 |  | SPRY4 | DUSP4 | ACTC1 |
| SPON1 | NR2F2 |  | TNNT3 | MYBPC3 | MYH7B |
| PER2 | PWP1 |  | SPRED1 | TAMALIN | ANGPT2 |
| UTS2B | PRDM1 |  | ENSGALG00000005011 * | MIDN | PAK1IP1 |
| BMP2 | MGP |  | ENSGALG00000054951 | TNNI2 | PER2 |
| MAFF | COL9A2 |  | ENSGALG00000048077 | MYL1 | ARNTL |
| ENSGALG00000005011 * | CRHBP |  | ENSGALG00000054033 | EPHA2 | NOLC1 |
| ENSGALG00000011164 | PDE6B |  | ENSGALG00000014963 | PISD | APOA1 |
| ENSGALG00000007803 | G0S2 |  | ENSGALG00000041541 | PCSK1 | LDB3 |
| ENSGALG00000032749 | MFSD2A |  | ENSGALG00000046779 | DUSP6 | FAM89A |
|  |  |  | ENSGALG00000004814 | NPNT | MYH7 |

| **CHOROID** |  |  |  |  | **CHOROID** |
| --- | --- | --- | --- | --- | --- |
| **MYOPIA ONSET** |  |  |  |  | **MYOPIA PROGRESSION** |
| ATOH8 | VGLL3 | SNPH | TBC1D9 |  | PRKCA |
| ID3 | NSMF | SKIL | SYT9 |  | SLC4A2 |
| RGS16 | ADGRB2 | MSI1 | NOS1 |  | GPC4 |
| KRT40 | WASF1 | CDR2L | CNKSR2 |  | FGFR4 |
| ID2 | EML5 | RNF165 | GIN1 |  | CLEC19A |
| RGS8 | NMUR1 | CDC25A | SGO1 |  | CHRM4 |
| LBH | RAB3A | DIS3L2 | CD24 |  | FXYD6 |
| SLMAP | BTG2 | LECT2 | TMEM59L |  | ARL13B |
| TGFB3 | LIX1 | DEFB4A | IGF-I |  | HTRA1 |
| RASL11A | CYR61 | CATHL2 | ASTN1 |  | PHF19 |
| NOV | INTS11 | CATHL1 | CDH8 |  | THBS4 |
| ENSGALG00000046593 | ETV6 | LYG2 | CACNB3 |  | ENSGALG00000034504 |
| ENSGALG00000054904 | C1orf198 | AvBD1 | NCAPG2 |  |  |
| ENSGALG00000051492 | GPRIN2 | BD7 | NUSAP1 |  |  |
| ENSGALG00000006565 | NPTXR | ID4 | PISD |  |  |
| ENSGALG00000003203 | FXYD6 | AvBD6 | FOXM1 |  |  |
| ENSGALG00000027887 | SAMD11 | TMEM100 | ASTN1 |  |  |
| ENSGALG00000047192 |  |  |  |  |  |

# Supplementary material for: Diurnal gene expression patterns in retina and choroid distinguish myopia progression from myopia onset
**Source:** PLoS One. 2024 Jul 19;19(7):e0307091. doi: 10.1371/journal.pone.0307091
**Supplement:** S11 Table — Common genes with occluded vs. open eye differences at more than one time from the current report on myopia progression and from our study of myopia onset [18] for genes meeting the criterion of p-adj<0.05 in each study. For each gene, only times meeting this statistical criterion are shown. Retina, top; choroid, bottom. ZT, Zeitgeber time of tissue sampling, in hours.

| **S11 Table. Myopia onset vs. myopia progression: genes with occluded vs. open eye differences at multiple times.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Tissue and Gene Name** | **Gene Description** | **Myopia Onset** | | **Myopia Progression** | |
|  |  | **ZT times** | **Direction of change** | **ZT times** | **Direction of change** |
| ***Retina*** |  |  |  |  |  |
| MAFF | MAF bZIP transcription factor F | 8 & 12 | all decrease | 0 & 4 | all decrease |
| PCSK1 | proprotein convertase subtilisin/kexin type 1 | 0 & 8 & 12 | all decrease | 0 & 4 | all decrease |
| DUSP4 | dual specificity phosphatase 4 | 0 & 4 & 8 & 12 | all decrease | 0 & 4 | all decrease |
| ENSGALG0  0000005011 | SHC adaptor protein 4 | 0 & 8 & 12 | all decrease | 4 & 12 | all decrease |
| VIP | vasoactive intestinal peptide | 4 & 8 & 12 | all decrease | 4 & 12 | all decrease |
| ***Choroid*** |  |  |  |  |  |
| AvBD1 | Avian beta-defensin 1 | 4 & 8 | all decrease | 4 & 12 | all decrease |

How the deposited data were processed for this re-analysis (not part of the article)

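Retina and choroid RNA from the occluded and the open eye of 36 chicks was sequenced by the authors, with 6 chicks at each of 6 sampling times (ZT00, ZT04, ZT08, ZT12, ZT16 and ZT20). This gave 144 samples, 72 per tissue, in 12 groups of 6 per tissue. Tissue, time, eye, sex and chick were taken from the deposited sample labels, and the pairing of the eyes of a chick comes from the chick number in those labels and in S1 Table.

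The authors deposited counts per gene without normalization. They mapped the reads with Salmon to the chicken transcriptome of Ensembl on assembly GRCg6a and summarized them to genes with tximeta. The deposited counts are whole numbers for 17136 Ensembl gene identifiers, and 313 genes have 0 counts in every sample. Columns for each chick, eye and tissue were not pooled, no 2 samples of a group had identical counts, and all columns were used. The alignment, the selection of genes and the transcript estimates were not repeated. The table gives no gene names or positions, so names were taken from the paper's supplementary tables, which name 5309 of the genes. Of its longest tables, which the paper sorts by p-adj, only shortened copies were at hand. A gene could thus be named, and enter a gene set, more readily if it ranked high in these same data. The p-values of gene sets do not allow for this. Genome positions are not given, because the annotation at hand is of another assembly and does not list Ensembl identifiers.

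Total counts per sample were 17059687 to 26131683 in retina and 18267802 to 34611535 in choroid. A floor of 3 counts is 0.176 CPM (counts scaled to the same total in each sample) in the sample with the fewest counts and 0.0867 in the one with the most. Floors cover counting error only. No fold change is given for a gene whose counts were at or under the floor in both groups.

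Differences between occluded and open eyes were tested with edgeR 4.0.16 in R 4.3.3. Counts were scaled by the TMM method, genes were kept by edgeR's default filter on low counts for the groups in the fit, and the quasi-likelihood F test with robust estimation was used. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 for p-adj. For each tissue, 1 model held the 12 groups and sex, from which the contrasts at each time and the interaction of eye with time were tested. Average differences over all times (the overall category) were tested with an additive model of time, eye and sex. Change over time was tested for each tissue and eye by itself, in 36 samples with sex in the model. Standard errors of log2 fold changes were computed from the fold change and the F statistic.

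Gene sets were tested with camera and fry of limma 3.58.1. The sets for the core clock, phototransduction, inner retina, striated muscle, retinal pigment epithelium, cartilage, adipose tissue, heterophils and erythrocytes were written from general knowledge before the counts were opened. Sets for sterol synthesis and mitosis were written after the differing genes had been seen. Camera compares a set with the other genes and does not account for the spread of the set's shared deviations between chicks, which fry does. The canonical pathway collection used by the paper, its list of human candidate genes and the degPatterns clustering were not used here.

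The alternatives were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, no filter on low counts, at least 10 counts in every sample, no sex in the model, a fit of the 12 samples of a time alone, the chick as a block, and a covariate for transcripts of another tissue. For the overall category they were the mean of the contrasts at the 6 times and the eye coefficient at the reference time ZT00 in edgeR, for the interaction a reduced model without eye, and for gene sets fry. That covariate was the log2 summed CPM of the striated muscle genes in retina and of the phototransduction genes in choroid. Each chick was also left out in turn. These alternatives were set before the data were examined. The block together with the covariate, DESeq2's eye coefficient at ZT00 as the overall category, the block with the mean over the times and a background of named genes for camera were added afterwards. Same-chick pairing was checked by the correlation of the deviations of the 2 eyes from their group means, from which sex was not removed.

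The genes named in the text are those the paper names in Tables 3 to 6 or in its text on these comparisons, at the tissue and time it names them for, the core clock genes, HINTW, and for each tissue at the time with the most differing genes the 5 with the largest absolute log2 fold change among those past the threshold and changed in the same direction in at least 5 of 6 chicks. Other genes were chosen after their values were seen and are marked as such. Results for some genes that the rule covers are not reported here. Permutation tests on chicks change the sign of the occluded minus open difference of each chick. They are exact with 6 chicks, where the smallest two-sided p is 0.0312, and use 1e+05 draws with 36.

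The tests were tested on simulated counts with the dispersions of these data. With 230 genes changed in 1 contrast, edgeR found 170 (73.9%) with 0 false calls, DESeq2 found 170 with 0, and the block found 174 with 9 false calls (4.92%). Without any change there were 0 calls. For the interaction, 67% of the changed genes were found, for the additive model 97%, and for change over time 79.5%. Retinal RNA was also added to every simulated choroid, at a share near 0.02 and 4-fold more in occluded eyes at ZT12. There edgeR made 354 false calls without the covariate and 0 with it. No gene was truly changed in that step, so it does not show whether the covariate keeps real changes. The real samples were less even, with up to 26.2% retinal RNA in an occluded choroid at ZT12.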

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

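The tests on inner retinal genes and on dilution, and the reading of the planned covariate fits as tests of RNA from another tissue, were chosen only after the results they bear on had been seen.

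In a group of 6 chicks, a chick lies far from the others when the gap between its difference between eyes and the nearest other value is a larger part of the whole range than Dixon's 95% critical value. By chance this happens in about 1 in 20 groups. It was seen in 22 of 173 groups (8.7 expected by chance): 8 of 48 for the set scores reported here, total counts and RNA yield (2.4 expected), and 14 of 125 for named genes (6.2 expected). Over every score computed in both tissues it was seen in 13 of 84 groups (4.2 expected). The 5 not among the 48 are in retina: phototransduction at ZT00, inner retina at ZT12 and ZT16, heterophil at ZT16 and pigment epithelium at ZT12. Many of these measures come from the same samples, so the counts are not independent.

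For the striated muscle genes in retina at ZT04, a single chick lay far from the others (ratio 0.942). Its open retina had a summed 4136 CPM of these genes, against 198.3 CPM in its occluded retina. The same held for the named genes MYH7 (ratio 0.892), ENSGALG00000054033 (0.891), CACNA1S (0.872), ACTC1 (0.872), ENSGALG00000034119 (0.807), ENSGALG00000027742 (0.67), MYH7B (0.667) and MYL3 (0.64). That open retina held 95.2% of the MYH7 counts of the 12 retinas of this time, and 32 of the 75 genes past the threshold had more than 25% of their counts in it. Striated muscle RNA in this sample was tested in 3 ways. With the muscle score as a covariate, 7 genes were left, the lowest count on leaving out a chick was 19, and 25.3% of the genes past the threshold belong to the muscle set. Each result is what muscle RNA would give. A difference in library size between eyes was not found (exact p = 0.62, 6 chicks).

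Swapping the eyes within chicks in all 32 ways, the real arrangement was the only 1 of 32 that gave as many as 75 genes at ZT04 in retina; the others gave 23 to 33. With DESeq2 it was also 1 of 32 (others 45 to 60), and with the chick as a block 1 of 24 (others 0 to 4). For the muscle set itself all 32 of 32 arrangements gave a p at least as small, so its p-value comes from 1 sample and not from the eye that sample belongs to. Muscle RNA may therefore explain the muscle genes and part of the count of 75. It does not explain all of it, since the block with the covariate gave 78 genes, of which 35 are among the 75. For the muscle genes no difference between eyes is shown, since the muscle score had an exact p = 0.469 over the 6 chicks.

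RNA yield had a chick far from the others in retina at ZT04 (ratio 0.632) and at ZT16 (0.69). At ZT16 the yield of a single occluded retina was 11385.6 ng, against 38400 ng in its open eye, and its total counts were 19173554 against 19119127. The low yield thus left no mark on depth. No biological explanation was tested.

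Phototransduction genes in choroid had a chick far from the others at ZT00 (ratio 0.752), ZT04 (0.874) and ZT16 (0.693). The chick at ZT00 had the higher value in its occluded choroid, and the chicks at ZT04 and ZT16 in the open one. Over the 36 open choroids, the phototransduction and inner retina scores rose together (r 0.891). Retinal RNA taken along with the choroid may explain this relation, which was seen in eyes without an occluder. Over all times, 58 of 100 random swaps gave a p as small for the phototransduction set, and at ZT12 11 of 32 did.

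Choroid at ZT12 had 4 named genes from the paper with a chick far from the others, ECEL1 (ratio 0.675), GRIN2B (0.833), FGFR3 (0.733) and FGFR4 (0.684), and SMC1B (0.645). For each of these 5 genes, 5 of 6 chicks moved in the direction of the group difference, with log2 fold changes of 3.54, -0.61, -0.69, -0.71 and 3.64. The signs stayed the same with the covariate (2.91, -0.55, -0.52, -0.67 and 3.75) and with the block (3.3, -0.67, -0.71, -0.73 and 3.3). With the covariate their p-adj were 0.0694 to 0.257, and over all fits 0.00176 to 0.257. Retinal RNA in occluded choroids at this time was tested in 4 ways. Of the genes that DESeq2 found higher in occluded eyes, 81.5% were at least 4-fold higher in retina than in choroid. The inner retina set was higher (camera p = 1.12e-09, n = 72 samples in the fit), 0 genes were left with the covariate (1009 at an unadjusted p under 0.05), and the scores of open choroids over all times were correlated (r 0.891). The loss of genes with the covariate is not specific to retinal RNA, since FGFR4 also lost its place past the threshold while its fold change moved little. The correlation is of open eyes and does not bear on occluded eyes at ZT12. Library size (exact p = 0.125) and RNA yield (exact p = 0.25) did not differ between eyes. Retinal RNA may explain many of the genes found by DESeq2. With the chick as a block, 7.41% of 54 higher genes were enriched in retina, against 12.3% of all genes, but the block with the covariate gave 17 genes, 12 of them among the 128 of the block. How far retinal RNA explains the count with the block is thus open. GRIN2B, FGFR3 and FGFR4 were lower in occluded eyes, and retinal RNA would lower a gene only by diluting choroidal transcripts. From the phototransduction counts, occluded choroids at ZT12 held up to 26.2% retinal RNA, a mean drop of -0.108 on the log2 scale by dilution, which is less than the change of these 3 genes. The log2 fold change of SMC1B did not fall with the covariate, which goes against retinal RNA for this gene. The log2 fold change of ECEL1 fell only in part with the covariate, from 3.54 to 2.91. Over all times ECEL1 passed with the covariate (p-adj = 9.12e-05 in edgeR, against 0.000773 without it). This goes against retinal RNA, as read from phototransduction transcripts, as its only source, while a part from retinal RNA at ZT12 stays possible. For all 5 genes a biological difference remains a hypothesis.

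The real arrangement and 1 other, 2 of 32 in all, gave as many as 25 genes in choroid at ZT12 (up to 181), which is more than 1 in 20. With DESeq2 3 of 32 did (up to 660), so neither count stands out from swapped eyes. With the block only the real one, 1 of 24, gave as many as 128 (others 0 to 8).

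Heterophil genes in choroid had a chick far from the others at ZT04 (ratio 0.805) and ZT12 (0.673), in each case from a high value in an open eye. At ZT04 this eye belongs to the chick whose open retina held the muscle RNA. AvBD1, which the paper lists as lower in occluded choroids at these times, followed the mean of 5 other heterophil genes over 36 chicks (r 0.917, permutation p 1e-05, the smallest these permutations can give). Without the 2 farthest chicks r was 0.858. Blood granulocytes in some open choroids are a candidate explanation that remains. A biological difference cannot be told apart from it.

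VIP in retina at ZT12 had a chick far from the others (ratio 0.722). Its log2 fold change was -0.83, it was lower in 5 of 6 chicks, and its p-adj was 0.236 (0.00429 to 0.234 over the alternatives). At ZT04 it was lower in 6 of 6. A shift of the clock in occluded eyes was tested with the core clock genes over all times: camera gave p = 0.0275 (n = 72 samples in the fit) and fry p = 0.0813 (n = 72). For the clock set, 16 of 32 swaps at ZT04 and 23 of 32 at ZT20 gave a p as small. A shift moves clock genes of opposite phase in opposite directions, which a test for 1 direction over all times misses. These tests therefore do not say whether the lower VIP comes from a shift of the clock.

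In retina, the difference between eyes depended on the time for 10 genes by the test of interaction. Among 60 arrangements that swapped eyes within chicks, 1 of 60, the real one, gave as many, and 1 of 60 gave as many as the 25 genes at p-adj under 0.1. With the muscle covariate 8 genes were left. In choroid the interaction gave 0 genes (627 at an unadjusted p under 0.05), which 60 of 60 arrangements reached (up to 343), and 60 of 60 at p-adj under 0.1. Chance swaps and muscle RNA thus do not account for the retinal interaction as a whole. Choroidal RNA was not tested for these 10 genes, so a biological dependence on time remains a hypothesis that is not separated from it.

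Of the genes that differed between eyes over all times, some are in none of the paper's progression lists of the same tissue (p-adj under 0.05). They were 21 in retina (10 higher, 11 lower) and 39 in choroid (25 higher, 14 lower). The paper's onset lists were left out of this comparison. The 21 retinal genes moved in the direction of the group difference in 25 to 32 of 36 chicks and the 39 choroidal genes in 25 to 35. All of them pass with DESeq2 and with the chick as a block, and 19 of the 21 and all 39 with the covariate. As many genes as the 38 of retina came from 1 of 100 random arrangements, the real one, and as many as the 52 of choroid from 2 of 100 (up to 242). With the block and the mean over the times, 137 genes in retina came from 1 of 24 arrangements and 602 in choroid from 1 of 24 (others up to 79). Muscle RNA may explain 2 of the 21 genes, which the muscle covariate removes, and retinal RNA none of the 39, which all pass with its covariate. Over all times the muscle score was higher in the occluded choroid of 24 of 36 chicks (permutation p 0.00778), and the pigment epithelium score lower in the occluded retina of 25 of 36 (permutation p 0.00643). Muscle RNA in choroid, pigment epithelium RNA in retina, heterophil RNA and gene length were not tested for these genes, so a biological explanation remains a hypothesis.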

How the results depend on the processing

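Only the block with the covariate, the block with the mean over the times, DESeq2's eye coefficient at ZT00 and camera against named genes were chosen after results had been seen. The other alternatives were set before the data were examined.

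At a p-adj threshold of 0.05, change over time was stable. With DESeq2, RLE size factors, either low-count filter and without sex in the model, the genes varying with time numbered 3413 to 4298 in occluded and 3889 to 4637 in open retinas, and 5065 to 6404 in occluded and 4007 to 5170 in open choroids. At the stricter clustering thresholds DESeq2 gave 712 genes in occluded and 877 in open retinas and 777 in occluded and 773 in open choroids, against 2.2e+02, 285, 73 and 99 in edgeR. All 22 results run with RLE size factors in edgeR stayed within 1.5 times their counts. The interaction of eye with sex gave 0 genes in both tissues with the chick as a block and with at least 10 counts in every sample (180 in retina and 121 in choroid at an unadjusted p under 0.05; 287 and 360 with the block). In retina the onset genes at ZT04, ZT08 and ZT12 kept their direction and a p under 0.05 with the block: 0.0186, 0.00871 and 8e-05. The muscle set in retina at ZT04 and the phototransduction set in choroid at ZT12 did so with fry, the block and the background of named genes (largest p of 0.0189 and 0.0485). The number of choroidal genes differing at ZT16 was 0 under the alternatives run (703 at an unadjusted p under 0.05).

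Without a low-count filter, choroid at ZT12 gave 14 genes in place of 25. With at least 10 counts in every sample, retina gave 40 at ZT04 in place of 75 and 1 at ZT16 in place of 2, and choroid 0 at ZT08 in place of 4 (296 at an unadjusted p under 0.05). Without sex, retina gave 0 at ZT12 in place of 1 (251 unadjusted), and its interaction 22 in place of 10. Fitting the 12 samples of a time alone gave 7 genes in retina at ZT04, 0 at ZT12 (332 unadjusted) and 0 at ZT16 (997). In choroid it gave 1 at ZT00 and 0 at ZT04 (1032), ZT08 (141) and ZT12 (1472). For these changes the cause was not tested.

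With the chick as a block, retina gave 47 genes at ZT00 (8 without it), 124 at ZT04, 1 at ZT08, 6 at ZT12, 6 at ZT16 and 100 over all times (38 without it). Its interaction gave 30, and 57 at p-adj under 0.1. Choroid gave 3 at ZT00, 19 at ZT04, 0 at ZT08 (714 unadjusted), 128 at ZT12 and 546 over all times (52 without it), and its interaction 1, and 3 under 0.1. The onset genes in choroid came under 0.05 at ZT00 (p of 0.0438, from 0.0935) and ZT12 (0.0398, from 0.069). After adjustment over the 10 onset tests both were 0.0876. Deviations from the group mean were correlated between the eyes of a chick (median r 0.395 in retina and 0.458 in choroid). The higher counts with the block require such a correlation. Sex was not removed from these deviations, so part of r may come from sex, which the main model already holds. Of the 75 retinal genes at ZT04, 43 are among the 124, and of the 25 choroidal genes at ZT12, 22 are among the 128.

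DESeq2 gave 16, 123, 1, 2, 14 and 1 genes in retina from ZT00 to ZT20, and 36 for the interaction (50 under 0.1). In choroid it gave 1 at ZT00, 8 at ZT04, 8 at ZT08, 341 at ZT12, 1 at ZT20 and 127 over all times, and 6 for the interaction (12 under 0.1). All 75 retinal genes at ZT04 and all 25 choroidal genes at ZT12 are among those of DESeq2. Testing any difference between eyes, with a reduced model without eye, gave 50 genes in retina (86 under 0.1) and 20 in choroid (22 under 0.1), and with DESeq2 109 (149) and 59 (89). For the changes with DESeq2 the cause was not tested.

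With the muscle covariate, retina gave 7 genes at ZT04, all among the 75, and 10 for the interaction at p-adj under 0.1, down from 25. With the phototransduction covariate, choroid gave 0 at ZT12 (1009 unadjusted) and 2.1e+02 over all times. The tests above on muscle and retinal RNA bear on these changes. For the rise over all times the cause was not tested. The block with the covariate gave 41 genes in retina at ZT00, 1 at ZT08, 6 at ZT12, 6 at ZT16 and 25 for the interaction (48 under 0.1). In choroid it gave 1 at ZT00, 77 at ZT04, 1 at ZT20 and 4 for the interaction (24 under 0.1). With it, retina at ZT04 gave 78 and choroid at ZT12 gave 17, of which 2 are among the 25.

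Taking the eye coefficient at the reference time ZT00 as the overall category, edgeR gave 8 genes in retina and 0 in choroid (245 unadjusted), and DESeq2 gave 15 and 2. The block with the mean over the times gave 137 and 602. With fry in place of camera, the phototransduction set in choroid over all times had a p of 0.402 (camera 0.00226), and the clock set in retina at ZT20 turned from lower to higher, with p of 0.941 and 0.811. For the fry results the cause was not tested.

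Across the 6 fits that each left out a chick, retina gave 4 to 6 genes at ZT00 (589 to 1431 unadjusted), 19 to 60 at ZT04, 0 to 5 at ZT12 (2.2e+02 to 3.9e+02) and 1 to 5 at ZT16. Choroid gave 0 to 3 at ZT04 (329 to 839), 0 to 4 at ZT08 (239 to 938) and 0 to 157 at ZT12 (758 to 2306). The lowest count in retina at ZT04 came from leaving out the chick whose open retina held the muscle RNA. For the other ranges the cause was not tested.

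Among 256 tested values of named genes, 43 passed the threshold, against 111 with DESeq2, 55 with the block and 19 with the covariate. With DESeq2, 68 kept their sign and passed the threshold anew, and 1 changed sign. With the block 26 kept their sign and passed anew, 14 kept it and no longer passed, and 2 changed sign. With the covariate these were 1, 23 and 18, and CACNA1S and ACTC1 in retina at ZT04, among the 18, also no longer passed.

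With the covariate, the retinal log2 fold changes at ZT04 turned to 0.087 for CACNA1S and 0.393 for ACTC1. In choroid at ZT12 they turned to -0.21 for VSX1, -0.010 for GJD2, -0.215 for PAX6, -0.35 for RBFOX1, -0.10 for RD3L, -0.032 for GNB3, -0.12 for DSCAML1 and -0.11 for PRPH2. Of the clock genes, NPAS2 turned to -0.092, CRY2 to -0.017, NR1D1 to -0.38 and BHLHE41 to -0.17. Over all times CRY2 turned to -0.0215, NR1D1 to -0.16, NR1D2 to -0.009 and BHLHE40 to -0.0199. With DESeq2, HLF in retina at ZT04 turned to 0.0023. With the block, NFIL3 in retina over all times turned to 0.0028 and NR1D1 in choroid to -0.0403. Outside the muscle and retinal genes the cause was not tested.

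Depth limits the genes near the floor of 3 counts. LMOD2, ENSGALG00000051856 and ENSGALG00000049118 are removed by the low-count filter, so no fold change is given for them.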

Differences from the paper's values

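Only DESeq2's eye coefficient at ZT00 and the block with the covariate were chosen after the results they bear on had been seen.

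The clustering thresholds on change over time left 2.2e+02 genes in occluded and 285 in open retinas and 73 in occluded and 99 in open choroids, against the paper's 690, 865, 759 and 757. Of the alternatives set before the data were examined, DESeq2's likelihood ratio test brought all 4 counts to the paper's (712, 877, 777 and 773). The RLE size factors, both low-count filters and leaving out sex did not.

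In retina, the genes differing between eyes numbered 8 at ZT00 (the paper's value is 16), 75 at ZT04 (the paper's 121), 1 at ZT12 (the paper's 3), 2 at ZT16 (the paper's 11) and 0 at ZT20 (the paper's 1), where 640 genes had an unadjusted p under 0.05. DESeq2 gave 16, 123, 2, 14 and 1, and closed each gap. At ZT04, leaving out the low-count filter (110) and the chick as a block (124) closed it too. The other alternatives set before the data were examined did not.

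In choroid, 1 gene differed at ZT04 (the paper's 8), 4 at ZT08 (the paper's 9), 25 at ZT12 (the paper's 341) and 0 at ZT20 (the paper's 1), where 462 genes had an unadjusted p under 0.05. DESeq2 gave 8, 8, 341 and 1, and was the only alternative set before the data were examined that closed these gaps. At ZT20 the block with the covariate, chosen after seeing the values, also gave 1 gene, which is not the paper's.

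Over all times, 38 genes differed in retina and 52 in choroid, against the paper's 14 and 2 in its overall category. None of the alternatives set before the data were examined closed these gaps. DESeq2's eye coefficient at the reference time ZT00, chosen after seeing the values, gave 15 and 2.

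Genes higher in occluded eyes numbered 0 in retina at ZT00 (the paper's 2; 1124 genes had an unadjusted p under 0.05 in either direction), 18 at ZT04 (the paper's 29) and 2 at ZT16 (the paper's 10). DESeq2 gave 2, 30 and 14, and leaving out the low-count filter gave 25 at ZT04. There the block with the covariate, chosen after seeing the values, gave 35. In choroid they numbered 1 at ZT04 (the paper's 6) and 12 at ZT12 (the paper's 253), and DESeq2 gave 6 and 254. At ZT08 in choroid 0 were higher (the paper's 2; 347 genes had an unadjusted p under 0.05), and none of the alternatives closed that gap. Over all times 22 were higher in retina and 37 in choroid, against the paper's 1 and 2. No alternative set before the data were examined closed these gaps, while DESeq2's eye coefficient at ZT00, chosen after seeing the values, gave 1 and 2.

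For the interaction of eye with time, 10 genes passed in retina, against the paper's 37. The chick as a block (30), DESeq2 (36) and the reduced model without eye (50) fell within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. The block with the covariate, chosen after seeing the values, gave 25. At p-adj under 0.1, 25 genes passed against the paper's 48, and the block gave 57 and DESeq2 50. The block with the covariate, chosen after seeing the values, gave 48. In choroid 0 genes passed at either threshold (627 had an unadjusted p under 0.05), against the paper's 7 and 12. DESeq2 gave 6 and 12, and no other alternative set before the data were examined closed these gaps.

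At more than 1 time, 3 genes passed in retina (the paper's 7) and 0 in choroid (the paper's 3). DESeq2 gave 8 and 2, and the chick as a block gave 2 in choroid.

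The mean number of counts per sample was 21.77 M, against the paper's 37.7 M mapped reads. In all there were 3.134 G counts, against the paper's 5.4 G mapped reads. The paper's values count mapped reads, and those here count gene counts. No alternative applied to them.

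In choroid, 5 genes of the overall category were shared with the onset list, against the paper's 0. Neither the block (8) nor DESeq2 (7) closed this gap.

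Of 87 log2 fold changes of named genes set beside the paper's, 72 lay within 1 SE and 15 did not. All 15 belong to the overall category. In retina they were -0.0537 for ETV5 (the paper's -0.427), -0.1991 for MAFF (the paper's -0.437), -0.1061 for RAD54L2 (the paper's -0.419), -0.1203 for RHOBTB2 (the paper's -0.441) and -0.4231 for DUSP4 (the paper's -0.78). For LONRF1 the value was -0.1099 (the paper's -0.281), for MAFG -0.0594 (the paper's -0.337), for VPS26C 0.1013 (the paper's 0.244), for SPR -0.0748 (the paper's -0.428) and for MIDN -0.1268 (the paper's -0.51). EGLN3 had -0.2977 (the paper's -0.785), CBARP -0.157 (the paper's -0.376), SPRY4 -0.3098 (the paper's -1.01) and ENSGALG00000014963 -0.1029 (the paper's -0.442). In choroid, ENSGALG00000003283 had 0.6958 (the paper's 1.177).

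The eye coefficient at the reference time ZT00 in edgeR, set before the data were examined, came within the error of the paper's value for all 15. It gave -0.429, -0.437, -0.418, -0.441 and -0.787 for ETV5, MAFF, RAD54L2, RHOBTB2 and DUSP4. For LONRF1, MAFG, VPS26C, SPR and MIDN it gave -0.284, -0.346, 0.233, -0.436 and -0.502. EGLN3, CBARP, SPRY4 and ENSGALG00000014963 had -0.80, -0.38, -1.022 and -0.44, and ENSGALG00000003283 had 1.133. DESeq2, the block and the covariate did not close these gaps.

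Among genes the paper lists as differing, many did not pass in edgeR. In retina 8 of 16 passed at ZT00, 73 of 121 at ZT04, 1 of 3 at ZT12 and 2 of 11 at ZT16. In choroid 1 of 8 passed at ZT04, 3 of 9 at ZT08 and 25 of 341 at ZT12. DESeq2 called 16, 116, 2 and 10 of these retinal genes and 8, 8 and 332 of these choroidal genes, and the single gene listed at ZT20 in each tissue. The chick as a block called 15, 55, 2 and 3 in retina and 4, 0 and 79 in choroid (714 genes at an unadjusted p under 0.05 in choroid at ZT08). Of the paper's 14 genes in the overall category of retina, 3 passed, 5 did with DESeq2 and 6 with the block, and DESeq2's coefficient at ZT00, chosen after seeing the values, gave each of the 14 a p-adj of 0.046 or less.

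The paper lists LMOD2 in retina and ENSGALG00000051856 and ENSGALG00000049118 in choroid as changing direction between times. The low-count filter of edgeR leaves these genes out, and no sample had more than 3 counts of them at those times. DESeq2 calls LMOD2 at ZT00 and ZT12 and ENSGALG00000051856 at ZT04 and ZT12. It does not call ENSGALG00000049118 at ZT08 or ZT12 (p-adj of 1 and 0.964).

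According to the paper, VIP, PER2 and ARNTL differ between eyes in a way that depends on time. Their p-adj for this in edgeR were 0.173, 0.165 and 0.273. DESeq2 gave 0.0344, 0.058 and 0.0739 and the chick as a block 0.00238, 0.0099 and 0.0153. The paper names choroidal candidate genes at ZT12, none of which passed in edgeR. FGFR3 had 0.0627 there, 0.0156 with DESeq2 and 0.0489 with the block. GRIN2B had 0.103, 0.035 and 0.0678.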

Other observations

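The comparison of the paper's overall values with its ZT00 values was chosen only after the results it bears on had been seen. So were the tests of choroidal RNA in retina at ZT16, single chicks in choroid at ZT08, sterol synthesis and mitosis.

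Times of sampling were assigned at random to the 36 chicks. As many genes varying with time came from 1 of 100 such assignments in occluded retinas, 1 of 100 in open retinas, 1 of 100 in occluded choroids and 1 of 100 in open choroids, in each case the real one. The most in another assignment were 738, 125, 1170 and 863.

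Swapping the eyes within chicks, as many genes at ZT00 in retina came from 1 of 32 arrangements, at ZT12 from 1 of 32 and at ZT16 from 2 of 32. At ZT08 and ZT20, with 0 genes (403 and 640 at an unadjusted p under 0.05), 32 of 32 did. In choroid 1 of 32 did at ZT04 and 8 of 32 at ZT08 (1 to 136 genes in the others). At ZT00, ZT16 and ZT20, with 0 genes (245, 703 and 462 unadjusted), 32 of 32 did. Assigning the sexes at random within times, 50 of 50 arrangements gave as many genes as the 0 found in each tissue for the interaction of eye with sex (180 and 121 unadjusted).

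The paper's overall log2 fold changes were compared with its own at ZT00, for genes whose values at both were at hand. Of 1820 retinal genes, 94.9% had values within 0.01 of each other. Of 1873 choroidal genes 81.2% did, with a largest difference of 8.54. DESeq2's eye coefficient at the reference time ZT00 gave 15 genes in retina and 2 in choroid. The paper's overall values may therefore be differences at ZT00. No biological explanation was tested.

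The chick as a block gave more genes than the fit without it at most times, such as 124 against 75 in retina at ZT04. In choroid at ZT08 it gave 0 against 4 (714 at an unadjusted p under 0.05). If the eyes of a chick deviate together, this may follow. Their deviations, from which sex was not removed, had a median r of 0.395 in retina and 0.458 in choroid. It was above 0 for 35 of 36 chicks in each. No biological explanation was tested.

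The onset genes of retina moved the same way here at ZT04 (p of 0.0143), ZT08 (0.0187) and ZT12 (1.53e-05). At each of these times at least 85.5% of the genes had the onset direction. The test weights genes by their onset fold changes, so this share cannot exclude that a few genes carry its p-values. With swapped eyes, a p as small came from 1 of 32 arrangements at ZT04, 2 of 32 at ZT08, 2 of 32 at ZT12 and 9 of 32 at ZT00. In choroid it came from 1 of 32 at ZT00, 5 of 32 at ZT04, 17 of 32 at ZT08, 6 of 32 at ZT12, 25 of 32 at ZT16 and 8 of 32 at ZT20. A shared response at ZT04 in retina may be biological, but RNA of other tissues was not tested for these genes.

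Log2 fold changes beyond 10 in size appear 14 times in the paper's lists. If counts from a single sample gave them, most would have at least 90% of their counts in 1 sample. This held for 7 of 14 (50%), so single samples do not explain them all. In 11 of the 14 no sample had more than 3 counts, and the counts of the 12 samples summed to 1 to 5. These 11 lie at or under the floor, where no fold change can be given. No biological explanation was tested.

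At ZT16, 14 retinal genes were higher with DESeq2, and 64.3% of them were at least 4-fold higher in choroid than in retina, against 13% of all genes. The choroid-enriched genes as a set had a fry p = 0.0106 (n = 72 samples in the fit) and were higher in the occluded eye of 6 of 6 chicks. Choroidal RNA in occluded retinas may explain part of the count at ZT16. ETV4, a gene the paper names, and ENSGALG00000035945, picked out after its values were seen, had a higher mean in retina than in choroid, so choroidal RNA does not explain them. A biological difference cannot be told apart from choroidal RNA for the 9 genes enriched in choroid.

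In choroid at ZT08, DESeq2 gave 8 genes. Named here after their values were seen, CLEC19A, COL9A2, LECT1, GPD1 and THBS4 had 93%, 87.1%, 82.9%, 71.1% and 70.6% of their counts in a single open choroid. THRSP and FABP4 had 90.2% and 79.8% in a different open choroid, and ENSGALG00000051424 had 100% in an occluded one. Leaving out each chick in turn, the lowest count with edgeR was 0 (239 to 938 at an unadjusted p under 0.05 over the 6 fits). The 0 came from leaving out the chick with THRSP and FABP4, while leaving out any other chick gave 2 to 4 genes. Leaving out the chick that held most of CLEC19A gave 4. The edgeR count was thus lost only without the chick with THRSP and FABP4, which ties it to that chick. Tissue of single samples cannot be told apart from a biological difference here.

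Genes of sterol synthesis were higher in occluded retinas over all times. Of 27 listed genes, 17 had a name and were tested, and 8 of these passed the threshold. The other 9 were all higher (median log2 fold change 0.08), with a fry p = 6.5e-05 (n = 72 samples in the fit), as a rise of the whole pathway would give. The set was higher in 30 of 36 chicks (permutation p 1e-05, the smallest these permutations can give). The difference in library size did not follow it (r -0.132). In choroid the set was higher in 18 of 36 chicks, with a fry p = 0.907 (n = 72), and the difference between tissues was not tested. Naming favoured genes that rank high in these same data, which the p-values do not allow for. A rise of sterol synthesis in occluded retinas may be biological. All 8 genes also passed with the muscle covariate. RNA of tissues other than muscle was not tested as a cause, so this is a hypothesis.

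Genes of mitosis were higher in occluded choroids over all times. Of 62 listed genes, 37 had a name and were tested, and 7 of these passed. Of the other 30, 29 were higher (median log2 fold change 0.28), with a fry p = 0.00169 (n = 72 samples in the fit), as more dividing cells would give. With the chick as a block the p was 9.6e-05. The set was higher in 28 of 36 chicks (permutation p 6e-05). The difference in library size did not follow it (r 0.118). In retina the fry p was 0.9, and the difference between tissues was not tested. Here too naming favoured genes that rank high in these same data, which the p-values do not allow for. More dividing cells in occluded choroids may be the source. Blood cells in the samples were not tested as a cause, so this too is a hypothesis.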
